# Transcriptome analysis reveals association of carotenoid metabolism pathway with fruit color in melon

**DOI:** 10.1038/s41598-023-31432-y

**Published:** 2023-03-27

**Authors:** Qiannan Diao, Shoubo Tian, Yanyan Cao, Dongwei Yao, Hongwei Fan, Yongping Zhang

**Keywords:** Plant physiology, Transcriptomics

## Abstract

Flesh color is an important quality of melon (*Cucumis melo* L.) and is determined mainly by carotenoid content, awarding them with colors, aromas, and nutrients. enhancing the nutritional and health benefits of fruits and vegetables for humans. In this study, we performed transcriptomic analysis of two melon inbred line “B-14” (orange-flesh) and “B-6” (white-flesh) at three developmental stages. We observed that the β-carotene content of inbred line “B-6” (14.232 μg/g) was significantly lower than that of inbred line “B-14” (0.534 μg/g). RNA-sequencing and quantitative reverse transcription PCR analyses were performed to identify differentially expressed genes (DEGs) between the two inbred lines at different stages; the DEGs were analyzed using the Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes databases (KEGG). We identified 33 structural DEGs in different developmental periods of the two lines that were related to carotenoid metabolism. Among them, *PSY*, *Z-ISO*, *ZDS*, *CRTISO*, *CCD4*, *VDE1*, and *NCED2* were highly correlated with carotenoid content. Thus, this study provides a basis for molecular mechanism of carotenoid biosynthesis and flesh color in melon fruit.

## Introduction

Melon (*Cucumis melo* L.), an economically important fruit crop, is widely cultivated in the world. It is widely consumed because of the appearance, taste, texture, and flavor of the fruit; moreover, it is rich in vitamins, carbohydrates, carotenoids, and folic acid^1^. Carotenoids and chlorophyll (Chl) are the major pigments that determine the flesh color of melon cultivars. Orange-flesh melon is rich in carotenoids, primarily β-carotene^2^.

Carotenoids are important for maintaining human health, because they provide vitamin A, which plays a role in vision protection, antioxidation, and prevention of various cancers and cardiovascular diseases^3–5^. In plants, carotenoids participate in photosynthesis and photoprotection^6^, developmental, environmental and signaling pathways, stress response^7^, and biosynthesis of abscisic acids (ABA) and strigolactones^8^.

The carotenoid biosynthesis pathway in plants is elucidated earlier^9^: the carotenoid biosynthesis precursor geranylgeranyl diphosphate (GGPP) come from the methylerythritol phosphate (MEP) pathway. The carotenoid biosynthesis started with the condensation of two GGPP by phytoene synthase (PSY) to form colorless 15-*cis*-phytoene. Then, phytoene is subjected to a series of desaturation and isomerization reactions catalyzed by phytoene desaturase (PDS), z-carotene desaturase (ZDS), ξ-carotene desaturase (Z-ISO), and carotenoid isomerase (CRTISO), thus forming all-*trans*-lycopene. Next, β-carotene and α-carotene are synthesized by lycopene β-cyclase (LCYB) or lycopene ε-cyclase (LCYE), and then zeaxanthin and lutein are produced by the hydroxylation of β-ring carotene hydroxylase (CHYB) and cytochrome P450 type hydroxylase (CYP97A and CYP97C). Zeaxanthin cyclooxygenase (ZEP) and pansy xanthine decyclooxygenase (VDE) catalyze the synthesis of antherxanthin, violaxanthin, and neoxanthin. Carotenoids degradation involves carotenoid cleavage dioxygenases (CCDs), and 9-cis-epoxycarotenoid dioxygenases (NCEDs)^10^. Carotenoid accumulation vary greatly among species and even within the same species^11^. For example, in red tomato, watermelon, carrot, and orange cauliflower primarily accumulate lycopene and β-carotene^12–15^.

The variations observed in carotenoid content and composition in various plants are mainly related to the evolution and mutation of the carotenoid biosynthesis gene families. For example, in tomato fruit, overexpression of *ChPSY* increases carotenoid levels^16^. In red carrot, a single amino acid insertion in *LCYB2* interferes with carotenoid biosynthesis^17^. *CCD4*, a gene responsible for the loss of flesh color in white peach^18^. Variations in the promoter and coding regions of *ZEP* affect the accumulation of carotenoids in *Arabidopsis* seeds^19^.

In addition to structural genes, transcription factors (TFs), such as WRKY^20,21^, NAC^22^, MYB^23,24^, MAD^25–27^, bHLH^28,29^, and B-box (BBX) zinc-finger^26^ are involved in carotenoid metabolism in different plant species. In citrus plants, *CsERF061*, induced by ethylene, regulates carotenoid accumulation by directly activating the expression of *LCYB2* and other key carotenoid pathway genes^30^. In oriental melon, *CmWRKY49* and *CmNAC34* participate in carotenoid biosynthesis by activating the expression of *CmPSY1* and *CmLCYB*^31^.

However, how carotenoid accumulation in melon is regulated is unclear, and the detailed molecular mechanism underlying flesh color formation in different color melon have not elucidated. In our previous studies, we found that the carotenoid content in melon fruit was closely related to the flesh color (the results were not published). In addition, the orange gene of melon was initially located in the range of 3.5 Mb of chromosome 9 (the results were not published). In this study, transcriptomic analyses were conducted in two melon fruits at different developmental stages. Moreover, we investigated their phenotypes and β-carotene and Chl contents. The present study sheds light on the molecular mechanism underlying flesh-color transformation in melon fruit and will lay the foundation for carotenoid biosynthesis and fruit color formation of melon. The results will also help melon-breeding programs for improving melon quality.

## Materials and methods

### Plant material

In this study, we used two high-generation inbred melon lines “B-6” and “B-14,” which were developed by our research group. The color of the “B-6” fruits gradually change from green to white during the development period and that of “B-14” fruits changes from green to orange during the ripening period (Fig. 1). The fruits were grown in the greenhouse of Shanghai Academy of Agricultural Sciences Experiment Base during the spring season of 2021. Flowers were hand pollinated, and fruits were harvested from different plants at 10, 30, and at maturity stage (45 days) after pollination (DAP). The fruits were immediately frozen in liquid nitrogen and stored at − 80 °C for subsequent experiments. Fruit flesh were collected from three individual plants (only one fruit per individual plant was pollinated), and three biological replicates were performed for each stage. All plant studies involving (*Cucumis melo* L.) were carried out in accordance with relevant institutional, national, and international guidelines and legislation.

**Figure 1:**
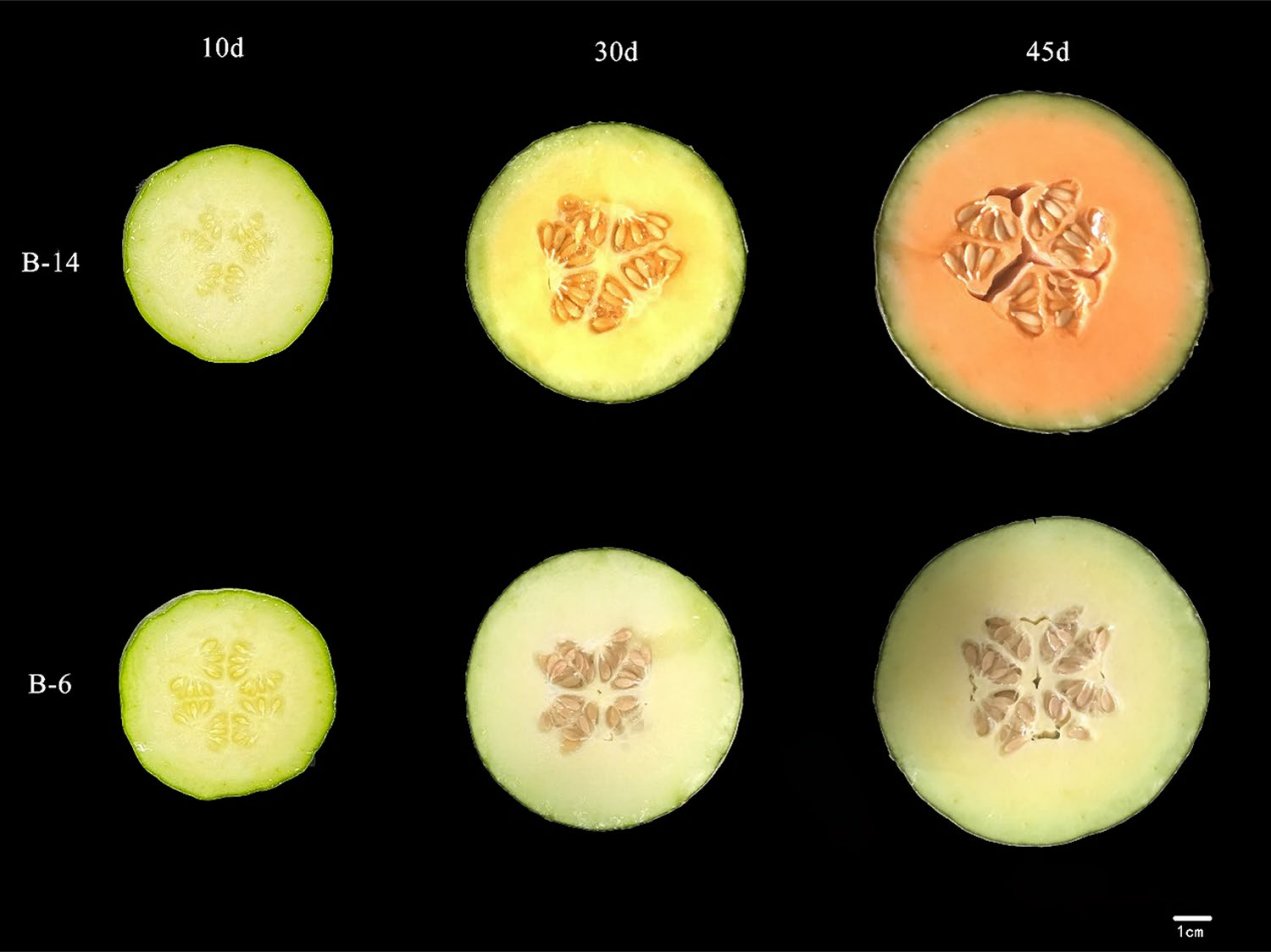
The flesh color of the two melon genotypes (“B-6” and “B-14”) at 10, 30, and 45 d after pollination (DAP). Scale bars = 1 cm.

### Total carotenoid (Car) and β-carotene content

We collected 3 g flesh of the two melon lines at 10, 30, and 45 DAP to determine the contents of Car and β-carotene. The average concentration of total Car present in the melon pulp was determined by UV–visible absorption spectrophotometry as per the method described by Medeiros et al.^32^, using the chromatic equation reported by Biehler et al.^33^. β-Carotene content was determined by high-performance liquid chromatography (HPLC) (Waters 1525 HPLC, Waters Corp., Milford, MA, USA) , according to the method described by Medeiros et al.^32^.

### Chl content

Fruit flesh Samples (1.0 g) were mixed with 15 mL of 96% ethanol and kept in the dark for 24 h at room temperature. Next, the samples were centrifuged at 3000 × g for 10 min, and the supernatants were transferred into a cuvette with a 1‐cm optical path; 96% ethanol was used as a blank control. Absorption was measured at 665, 649, and 470 nm, with three technical replicates. The concentrations of different pigments were calculated by Wellburn and Lichtenthaler^34^.

### RNA extraction and sequencing analysis

Total RNA was extracted with three biological replicates from “B-6” and “B-14” fruits at 10, 30, 45 DAP stage using mirVana miRNA Isolation Kit (*Ambion*, Austin, TX, USA). After total RNA was extracted from the samples, RNA integrity was evaluated using an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Samples with RNA Integrity Number (RIN) ≥ 7 were subjected to subsequent analysis. The libraries were constructed using Kit (Illumina, San Diego, CA, USA). The RNA-seq libraries were sequenced on the Illumina sequencing platform (HiSeq™ 2500 or Illumina HiSeq X Ten), and 150-bp paired-end reads were produced.

### Bioinformatic analysis

Raw data were processed using Trimmomatic (Bolger et al. 2014)^35^. Low-quality reads and reads containing poly-N were removed to obtain clean reads. The clean reads were compared with the melon reference genome (www.melonomics.net/melonomics.html#/download) using HISAT2 (Kim et al. 2015)^36^. Gene expression levels were calculated in fragments per kilobase of transcript per million mapped reads (FKPM) for each sample^37^. Differentially expressed genes (DEGs) were identified using the DESeq R package^38^. *P* value ≤ 0.05 and fold-change ≥ 2 or fold-change ≤ 0.5 was considered as the threshold for DEGs. Hierarchical cluster analysis was applied to evaluate the gene expression pattern^39^. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG)^40^ term enrichment analysis of DEGs were carried out using R-based on the hypergeometric distribution^41^.

### Quantitative real-time PCR (RT-qPCR) analysis

RT-qPCR was performed using a LightCycler® 480 II Real-time PCR Instrument (Roche, Switzerland). The primer sequences were designed using the mRNA sequences obtained from the NCBI database and synthesized by TsingKe Biotech (Table S1). The expression levels of mRNAs were normalized to that of *18S rRNA* and were calculated using the 2^−ΔΔCt^ method^42^.

### Statistical analysis

The data were analyzed by Duncan’s multiple range tests using the SPSS package (ver. 11, SPSS, Chicago, IL, USA). Statistical significance of the data is indicated by different letters at *P* < 0.05. All data are presented as the mean ± standard deviation (SD).

### Ethical approval

The conducted experiments comply with the laws of China.

## Results

### Pigment content analysis of “B-6” and “B-14” melon cultivars

The flesh color of “B-14” changed from yellow to orange at different developmental stages, whereas “B-6” did not exhibit any major color changes (Fig. 1). We observed that the Car and β-carotene contents of the “B-14” fruits were significantly higher than those of the “B-6” fruits at 30 and 45 DAP (Fig. 2). Chl a and Chl b contents were similar throughout the experiment between the two genotypes. In “B-14” fruits, Car and β-carotene contents gradually increased and were maximal at 45 DAP.

**Figure 2:**
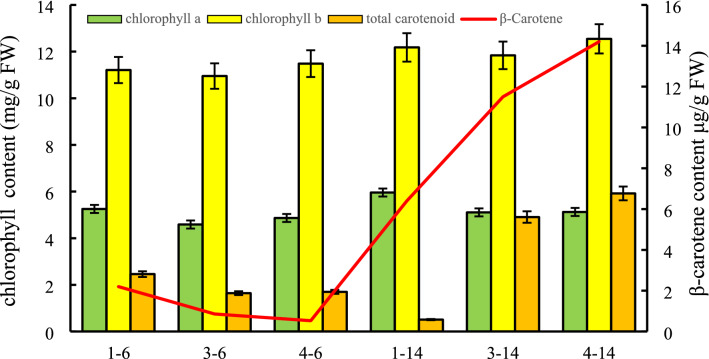
Chlorophyll a (Chl a), chlorophyll b (Chl b), total carotenoid, and β-carotene contents of the two melon cultivars at 10, 30, and 45 d after pollination (DAP); 1-6, 3-6, 4-6, and 1-14, 3-14, 4-14 represent the “B-6” and “B-14” cultivars at 10, 30, and 45 DAP, respectively.

### Transcriptome sequencing and DEG analysis

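RNA from melon fruits of the inbred lines “B-6” and “B-14” at 10, 30 and 45 DAP was sequenced in 3 biological replicates per line and stage, which gave 18 libraries in 6 groups. The paper describes the tissue as fruit flesh, whereas the labels of the deposited samples name it blade. The line, stage and replicate were taken from those labels, which use the paper's group names. The authors trimmed the reads with Trimmomatic, aligned them to the melon reference genome with HISAT2 and deposited whole numbers for each gene and library, taken here as counts without normalization. The counts covered 22394 genes under their MELO3C identifiers, each with a count in at least 1 library. The symbols used here are those that the paper gives to each identifier.

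Total counts per library lay between 20651703 and 22675606. Their median was 21657510 in “1_6”, 20800045 in “3_6”, 21977641 in “4_6”, 21887347 in “1_14”, 21725995 in “3_14” and 22410365 in “4_14”. These totals were 45.1% to 46.2% of the mapped reads that the paper's Table S2 gives for the same libraries. The reads were paired-end, and whether a count stands for a read or for a pair is not stated. This share therefore does not show how many mapped reads were left uncounted. At the smallest total, 3 counts in a library, the floor used for lower bounds on fold changes, corresponded to 0.145 normalized counts (CPM, counts scaled to a common library size). Between replicates of a group, Pearson's r of log2 CPM lay between 0.967 and 0.989, calculated across genes, which are not independent replicates. Of the genes with at least 20 counts in a pair of replicates together, 29.0% to 65.7% differed between the replicates beyond binomial sampling, against 5% from sampling alone.

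Each pair of groups was compared in the 6 libraries of that pair. Genes were kept by filterByExpr of edgeR, counts were scaled by TMM factors, and a quasi-likelihood F test gave the p-value of each gene. A DEG had an unadjusted p-value of at most 0.05 and a fold change of at least 2 or at most 0.5, as the paper defines it. Levels of single genes are CPM scaled by TMM factors, given as mean ± SD (n = 3 libraries per group).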

To elucidate the regulatory mechanism behind change in melon-flesh color at the molecular level, we analyzed the transcriptomes of the two inbred line using RNA-Seq. We obtained 127.95 Gb of clean data, with approximately 44% G + C content and 94% of the mean proportion of bases with mass no less than 30 after filtration (Q30) percentage bases. Among the clean reads, 97.42–97.82% of the total mapped reads, 95.88–96.42% of the reads only matched a unique position of the reference sequence, whereas 1.25–1.57% of the reads mapped on multiple positions (Table S2). In subsequent text, G1 represents 10 DAP; G3 represents 30 DAP; G4 represents 45 DAP; “6” represents “B-6”; “14” represents “B-14”; and 1, 2, and 3 at the end of sample name represent three independent biological replicates.

All clean reads were aligned to the reference genome sequence to determine the changes in the transcript or gene expression. We normalized gene expression using the FKPM value. We identified 7853 (2908 upregulated and 4945 downregulated) in “3_6” versus “1_6”, 8787 (3272 upregulated and 5515 downregulated) in “4_6” versus “1_6”, 4855 (2218 upregulated and 2637 downregulated) in “1_14” versus “4_6”, 2043 (1084 upregulated and 959 downregulated) in “4_14” versus “4_6”, 8259 (3380 upregulated and 4879 downregulated) in “4_14” versus “1_14”, 7672 (3198 upregulated and 4,474 downregulated) in “3_14” versus “1_14”, and 1425 (724 upregulated and 701 downregulated) DEGs in “3_14” versus “3_6” comparison groups, respectively (Fig. 3).

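Between 15382 and 16565 genes passed the count filter in the 7 comparisons of Fig. 3. There were 7041 DEGs in “3_6” versus “1_6”, of which 2900 were upregulated and 4141 downregulated. The comparison of “4_6” with “1_6” gave 7957 DEGs, with 3259 upregulated and 4698 downregulated. In “B-14”, 7048 DEGs separated “3_14” from “1_14” (3131 upregulated and 3917 downregulated), and 7549 separated “4_14” from “1_14” (3259 upregulated and 4290 downregulated). Between the lines, there were 4498 DEGs in “1_14” versus “1_6” (2113 upregulated and 2385 downregulated) and 1090 in “3_14” versus “3_6” (546 upregulated and 544 downregulated). At 45 DAP, 1746 DEGs were found in “4_14” versus “4_6” (911 upregulated and 835 downregulated). The pair “1_14” versus “4_6”, which differs in both line and stage, gave 7537 DEGs, 4333 upregulated and 3204 downregulated. With a Benjamini-Hochberg adjusted p-value of at most 0.05 and the same fold change, there were 7020 DEGs in “3_6” versus “1_6”, 7901 in “4_6” versus “1_6”, 6973 in “3_14” versus “1_14” and 7483 in “4_14” versus “1_14”. Between the lines, this threshold gave 4352 at 10 DAP, 865 at 30 DAP and 1261 at 45 DAP, and 7459 in “1_14” versus “4_6”. The count filter moved most of these numbers furthest: with genes of at least 10 counts in every library, “4_6” versus “1_6” gave 5546 DEGs, and with every gene that had at least 1 count it gave 9070. Scaling by library size alone moved the median log2 fold change of all genes by 0.15 in “3_6” versus “1_6” and by 0.18 in “4_6” versus “1_6” relative to TMM scaling, and by at most 0.09 in size in the other comparisons. The number of DEGs in “3_14” versus “3_6” was 1617 without replicate 3 of “3_14”.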

**Figure 3:**
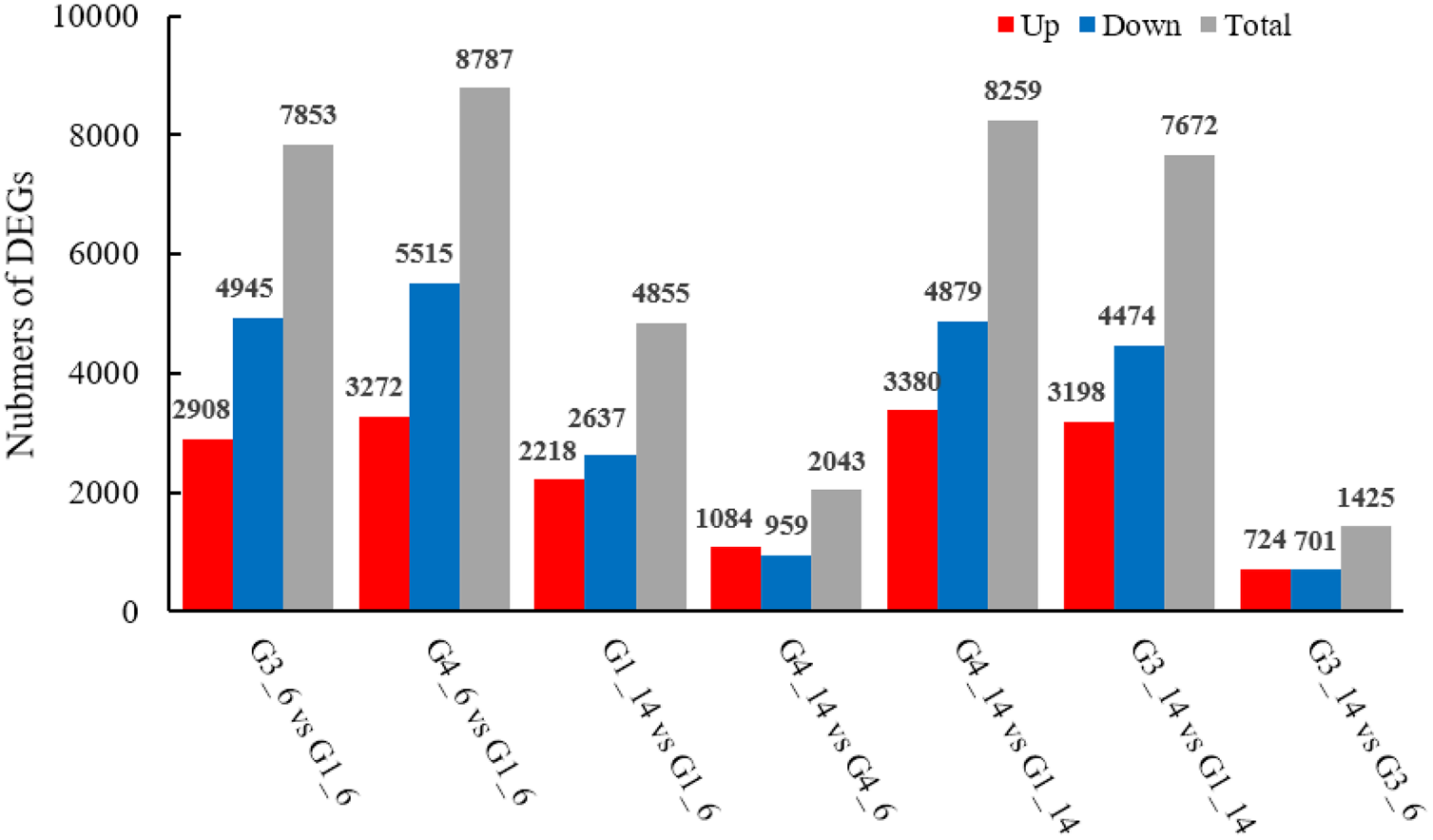
Differentially expressed genes (DEGs) between different samples of the two melon cultivars.

### GO and KEGG pathway functional enrichment analyses of DEGs

To investigate the functions of the DEGs, GO and KEGG databases were used for functional annotation. GO functional enrichment analysis found 35 GO terms were significantly enriched, including 6 for “cellular component,” 9 for “molecular function,” and 20 for “biological process.” The main “biological process” subcategories were “cellular process”, “metabolic process” and “biological regulation”; “organelle,” “macromolecular,” and “membrane” were the dominant “cellular component” subcategories; and “catalytic activity” and “binding” were the most enriched “molecular function” subcategories (Fig. 4).

**Figure 4:**
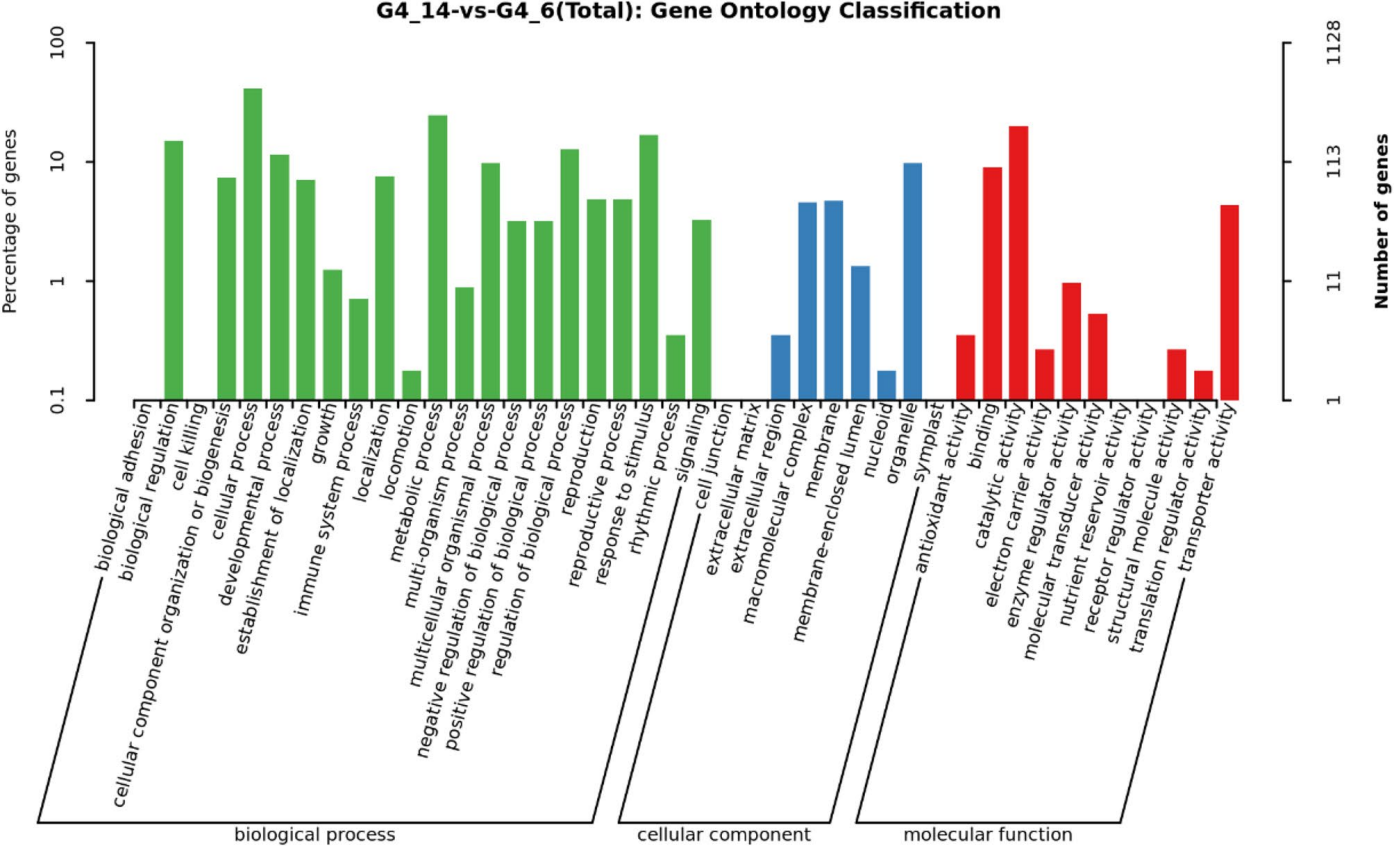
Gene Ontology (GO) enrichment analysis of different samples: The abscissa is the GO classification, the left side of the ordinate is the percentage of genes, and the right side is the gene number.

To further elucidate the biological function of the DEGs, we analyzed them using the KEGG database. 

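The 42 genes of porphyrin and chlorophyll metabolism listed in Tables S7 and S8 were taken as a set. In “4_14” versus “4_6”, 41 of them passed the count filter and 13 were DEGs, 2 upregulated and 11 downregulated. That is 31.7% of the set, against 11.4% of all 15382 genes tested (one-sided Fisher's exact test, which uses the hypergeometric distribution, p = 0.00041, and 0.0025 after Benjamini-Hochberg adjustment over 6 set tests). The shift of the set towards lower levels in “4_14” gave p = 4.6e-05 with limma's camera, which assumes a preset correlation between genes, and p = 0.0084 with limma's fry. By the adjusted p-value, 12 of the genes were called over all genes tested and 12 when adjusted over the list alone. The study chose this list on the same samples, so neither the set tests nor any count over the list is independent evidence. Among the downregulated genes were CHLP (MELO3C017176.2), with a log2 fold change of -2.10 (standard error 0.27, adjusted p = 0.0044), and a POR gene (MELO3C013592.2), with -1.78 (standard error 0.15, adjusted p = 0.0011), both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The pathways of antenna proteins and photosynthesis were not analysed here.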

In the “4_14” versus “4_6” group, the most significantly enriched KEGG pathway was “photosynthesis-antenna proteins,” followed by “photosynthesis” and “porphyrin and chlorophyll metabolism” (Fig. 5). In the different groups, most DEGs were enriched in three pathways, including “amino sugar and nucleotide sugar metabolism,” “phenylpropanoid biosynthesis,” and “plant hormone signal transduction”. Moreover, we observed significantly enriched top 20 pathways include carotenoid biosynthesis (ko00906) in the “4_6” versus “4_14” and “4_6” versus 1_6” groups (Fig. 5).

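For carotenoid biosynthesis, the 32 genes of Fig. S1 were taken as the set. In “4_14” versus “4_6”, 30 passed the count filter and 5 were DEGs, which is 16.7% of the set (one-sided Fisher's exact test, p = 0.25). Upregulated were ABA2 (MELO3C005129.2) with a log2 fold change of 1.89 (standard error 0.22, adjusted p = 0.0035), a gene annotated as NCED (MELO3C027057.2) with 2.03 (standard error 0.81, adjusted p = 0.13) and MELO3C014318.2 with 1.05 (standard error 0.34, adjusted p = 0.079). Downregulated were LCYE (MELO3C004633.2) with -3.22 (standard error 0.36, adjusted p = 0.0028) and GGPS (MELO3C020952.2), with an adjusted p-value of 0.0044, all from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. By the adjusted p-value, 3 of the set were called over all genes tested and 4 when adjusted over the list alone. Without replicate 3 of “4_14”, 3 genes of the set were DEGs. With single libraries left out, ABA2 and LCYE were DEGs in all 6 fits, MELO3C014318.2 in 4, GGPS in 3 and the NCED gene in 1. The log2 fold change of the NCED gene ranged from 1.04 to 2.56 in these fits. In “4_6” versus “1_6”, 21 of 31 tested genes were DEGs, 11 upregulated and 10 downregulated. That is 67.7% of the set against 48.1% of all genes tested (one-sided Fisher's exact test, p = 0.022, and 0.066 after adjustment over the 6 set tests). There, 21 genes were called over all genes tested and 21 when adjusted over the list alone. Where Fisher's exact test of DEGs gave p = 0.022, limma's tests for a shared direction gave 0.57 (camera) and 0.11 (fry). The study chose the list on these samples, so neither the set tests nor any count over it is independent evidence. It is 1 gene shorter than the number of carotenoid genes that the paper gives.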

**Figure 5:**
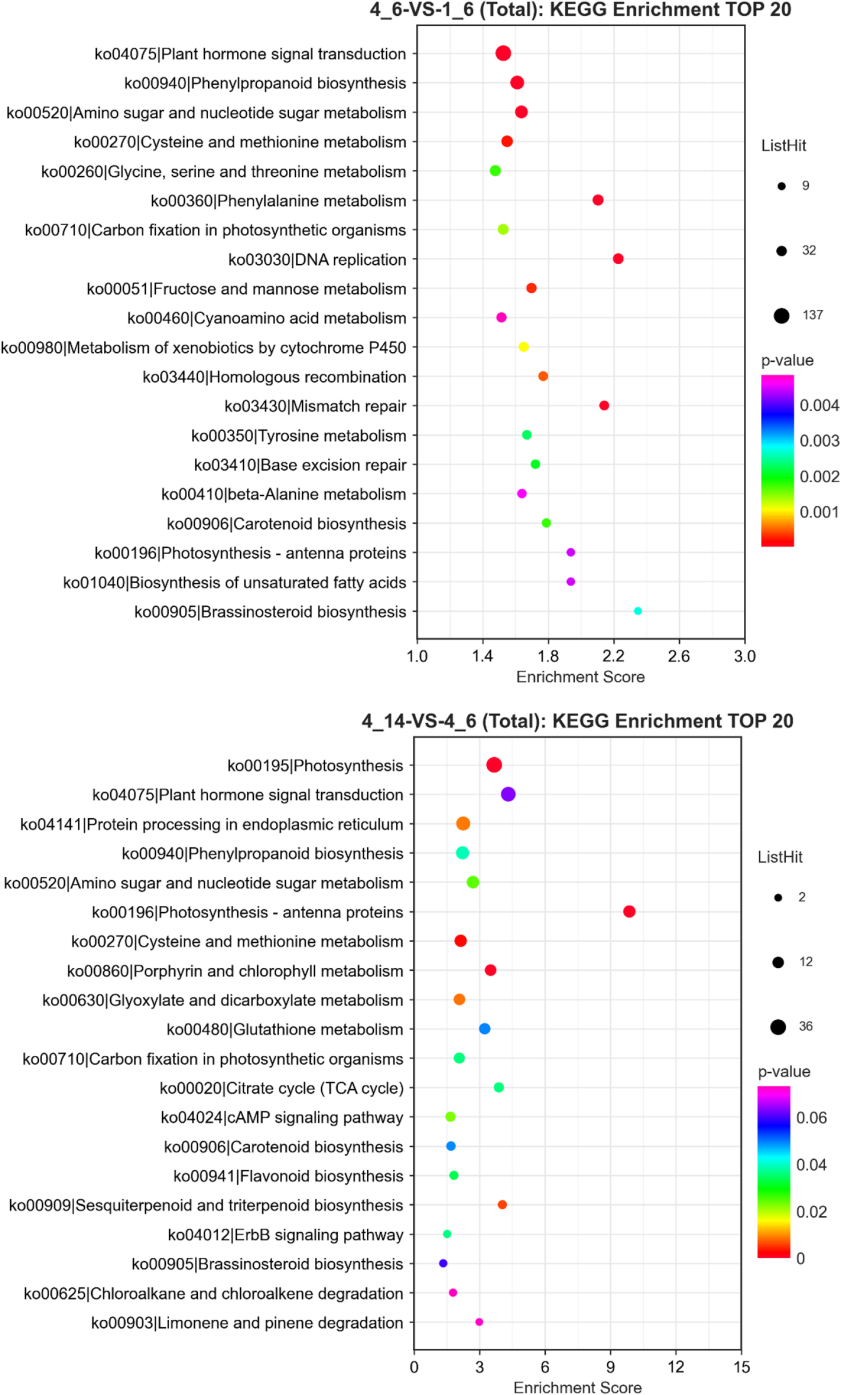
Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis of different treatments. The larger the bubble, the greater the number of differential protein-coding genes contained in the entry. The bubble color changes from purple to blue to green to red. The smaller the enrichment* P* value, the more significant greater the degree.

### Analysis of DEGs associated with carotenoid metabolism

Based on the change in fruit color and increased carotenoid content during ripening, we investigated the changes in the expression of DEGs related to the carotenoid metabolism pathway (Fig. 6). The annotation and fold change of these DEGs are summarized in Table S6. 

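Of the 32 carotenoid genes of Fig. S1, 30 to 32 passed the count filter, depending on the comparison. In “3_6” versus “1_6”, 12 were upregulated and 6 downregulated. In “3_14” versus “1_14”, 15 were upregulated and 3 downregulated. Between the lines, 2 were upregulated and 11 downregulated in “1_14” versus “1_6”, and 1 was upregulated and 1 downregulated in “3_14” versus “3_6”. The genes of this last comparison were NCED2 (MELO3C007127.2), upregulated with a log2 fold change of 1.02, and CCD4 (MELO3C016224.2), downregulated from 40.5 ± 2.01 in “3_6” (SD, n = 3). With single libraries left out, from 1 to 4 genes were called there, 4 without replicate 3 of “3_14”, and scaling by library size alone left 1. The counts adjusted over the list alone were 18, 18, 13 and 2 in these 4 comparisons, and those over all genes tested were the same. Because the study chose the list on these samples, none of these counts is independent evidence.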

The results revealed that 33 genes were involved in the biosynthesis and metabolism of carotenoids, such as *PSY*, *PDS*, *Z-ISO*, *ZDS*, *CRTISO*, and *LCYB* (Fig. 6, Table S6). Expression of *GGPS*, *PSY*, *PDS*, CRTISO, *LCY1* and *CYP97C1* were upregulated, *CYP711A1* and *CCS* were downregulated based on the comparison of “4_14” versus “1_14”, 3_14” versus “1_14”, “4_6” versus “1_6”, 3_6″ versus “1_6” group (Fig. 6, Table. S6).

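GGPS (MELO3C020952.2) was upregulated in all 4 comparisons with 10 DAP. Its level was 56.0 ± 5.08 in “1_6”, 118 ± 5.68 in “3_6”, 224 ± 31.0 in “4_6”, 27.1 ± 4.99 in “1_14”, 136 ± 25.5 in “3_14” and 111 ± 7.59 in “4_14” (SD, n = 3). CYP97C1 (MELO3C024495.2) rose by log2 fold changes from 1.35 to 2.18. LCY1 (MELO3C020744.2) had log2 fold changes of 1.20 in “4_14” versus “1_14”, 1.39 in “3_14” versus “1_14” and 1.32 in “4_6” versus “1_6”. In “3_6” versus “1_6” its log2 fold change of 0.93 (standard error 0.09, adjusted p = 4.4e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) fell short of the fold change threshold. PSY (MELO3C025102.2) was upregulated in all 4 comparisons, by 2.13 and 2.43 at 30 and 45 DAP in “B-6” and by 5.47 and 5.87 in “B-14”. So was PDS (MELO3C017772.2), by 1.51 to 2.48, while the PDS gene MELO3C020832.2 passed the threshold in 3 comparisons and had -0.50 in “4_6” versus “1_6”. The other PSY gene, MELO3C016185.2, was upregulated in “3_6” versus “1_6” (1.38) and in “4_6” versus “1_6” (1.11, a DEG in 4 of 6 fits that each left out 1 library). It did not pass the threshold in “3_14” versus “1_14” (0.99) or in “4_14” versus “1_14” (-0.21, standard error 0.33), and its highest mean level was 5.57, in “3_6”. CRTISO (MELO3C016495.2) passed the threshold in all 4 comparisons, with log2 fold changes between 1.08 and 1.39. The other CRTISO genes passed it in “B-14” and stayed below it in “B-6”, where MELO3C009571.2 changed by 0.52 at 30 DAP and 0.72 at 45 DAP, and MELO3C016373.2 by 0.90 and 0.57. CYP711A1 (MELO3C016879.2) fell from 140.4 ± 26.3 in “1_6” to 1.28 ± 0.559 in “3_6” and 0.774 ± 0.128 in “4_6”, and from 20.8 ± 4.93 in “1_14” to 0.808 ± 0.189 in “3_14” and 1.01 ± 0.809 in “4_14”. CCS (MELO3C017963.2) was downregulated in each comparison, by log2 fold changes from -3.31 to -1.57.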

**Figure 6:**
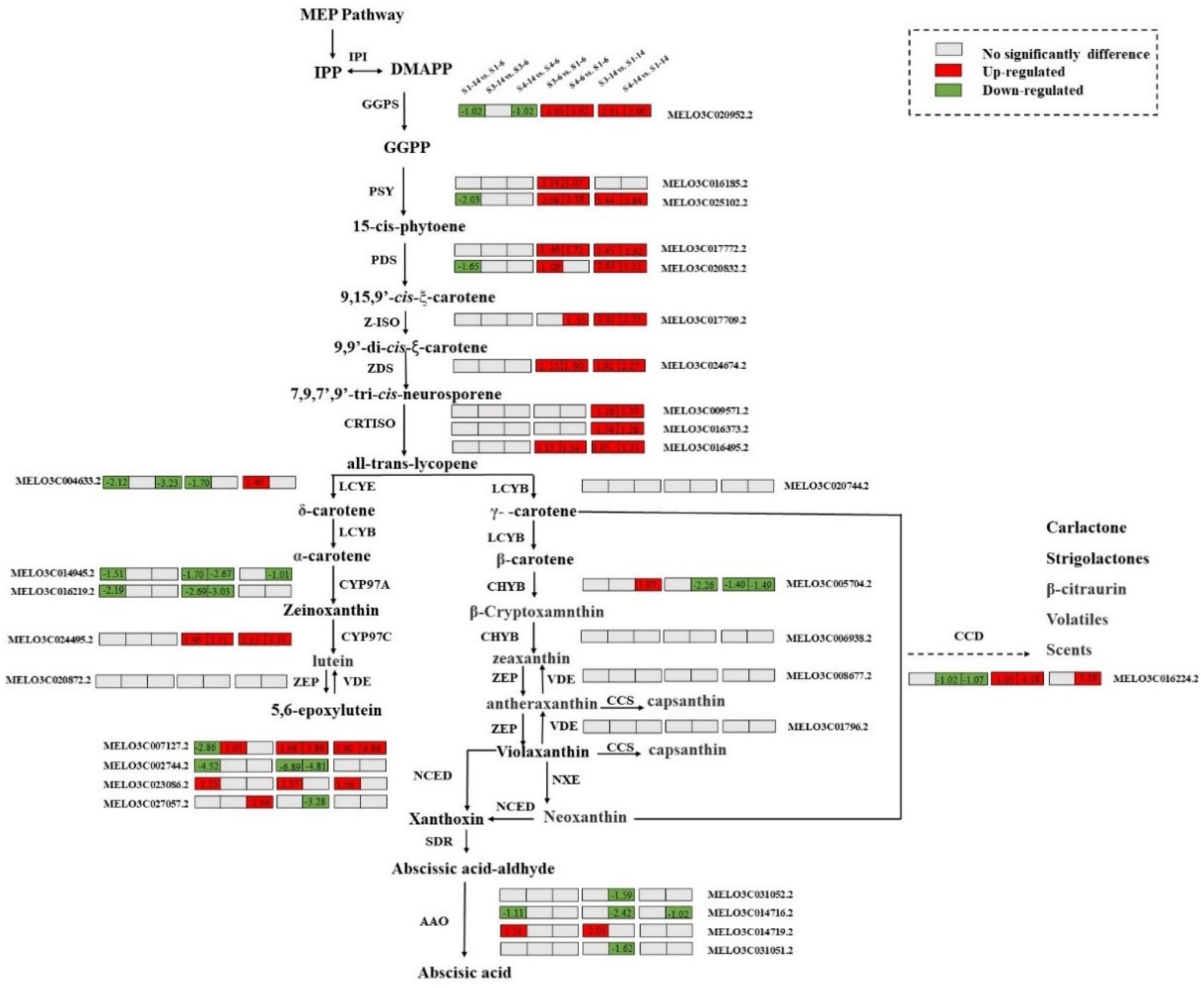
Expression patterns of genes involved in carotenoid metabolism in “1_14” versus “1_6”, “3_14” versus “3_6”, “4_14” versus “4_6”, “3_6” versus “1_6”, “4_6” versus “1_6”, “3_14” versus “1_14”, “4_14” versus “1_14” groups. Gray represents no significant difference in the comparison groups, red represents upregulated expression in the comparison groups, and green represents downregulated expression in the comparison groups.

### Analysis of DEGs involved in porphyrin and Chl metabolism

Transcript enrichment was found to be associated with porphyrin and Chl metabolism. We identified 42 DEGs associated with porphyrin and Chl metabolism (Fig. 7, Table S7), and the expression levels of *CHLP/H*, *HemA*, *HemE*, *CRD*, and *POR* were higher in the “1_6” versus “4_6” group (Fig. 7). 

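In “4_6” versus “1_6”, 41 of the 42 genes passed the count filter and 20 were DEGs, 15 upregulated and 5 downregulated. With an adjusted p-value, 20 were called over all genes tested and 20 when adjusted over the list alone, which the study had chosen on these samples. ChlH (MELO3C023131.2) rose from 29.3 ± 8.73 in “1_6” to 707 ± 105.3 in “4_6” (SD, n = 3), a log2 fold change of 4.56 (standard error 0.28, adjusted p = 5.3e-06). The CHLP genes rose by 1.89 (MELO3C014712.2) and 2.30 (MELO3C017176.2) and the POR genes by 1.20 (MELO3C013592.2) and 1.79 (MELO3C016714.2) on the log2 scale. CRD1 (MELO3C026802.2) rose from 148.9 ± 22.0 to 910.1 ± 293. HemA1 (MELO3C011113.2) changed by 0.44 (standard error 0.15, adjusted p = 0.033) and HemE1 (MELO3C016131.2) by 0.81 (standard error 0.17, adjusted p = 0.0028), both below the fold change threshold. HemA2 (MELO3C018565.2) was downregulated, from 366 ± 97.1 in “1_6” to 11.5 ± 7.83 in “4_6”, a log2 fold change of -5.01 (standard error 0.51, adjusted p = 5.8e-05). The p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.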

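In “4_14” versus “1_14”, 16 of 41 tested genes of porphyrin and chlorophyll metabolism were DEGs, 10 upregulated and 6 downregulated; 16 were called over all genes tested and 16 when adjusted over the list alone, a list that the study chose on these samples. ChlH (MELO3C023131.2) rose from 6.26 ± 1.23 in “1_14” to 277 ± 58.6 in “4_14” (SD, n = 3), a log2 fold change of 5.47 (standard error 0.24, adjusted p = 3.8e-06). CRD1 (MELO3C026802.2) had a log2 fold change of 2.17 (standard error 0.38, adjusted p = 0.0017), HCAR (MELO3C006358.2) of 1.95, POX1 (MELO3C005189.2) of 1.19 and NYC1 (MELO3C025347.2) of 4.51. Of the CHLP genes, MELO3C014712.2 was upregulated by 1.32 (standard error 0.43, adjusted p = 0.026). The other, MELO3C017176.2, had 48.1 ± 25.2 in “1_14” and 59.9 ± 18.7 in “4_14”, and its log2 fold change of 0.32 (standard error 0.44, adjusted p = 0.53) was within the spread between replicates. In “4_6” versus “1_6”, POX1 rose by 1.25 (adjusted p = 0.00021), HCAR by 2.22 (adjusted p = 0.00029) and NYC1 by 3.07 (adjusted p = 5.3e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).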

In the “1_6” versus 4_6” and “1_14” versus “4_14″ groups, the expression of genes encoding protoporphyrinogen oxidase 1 (*POX1*), geranylgeranyl diphosphate reductase (*CHLP*), magnesium-chelatase subunit (*ChlH*), 7-hydroxymethyl chlorophyll a reductase (*HCAR*), magnesium-protoporphyrin IX monomethyl ester [oxidative] cyclase (*CRD1*), and probable chlorophyll(ide) b reductase (*NYC1*) was upregulated (Table S7).

**Figure 7:**
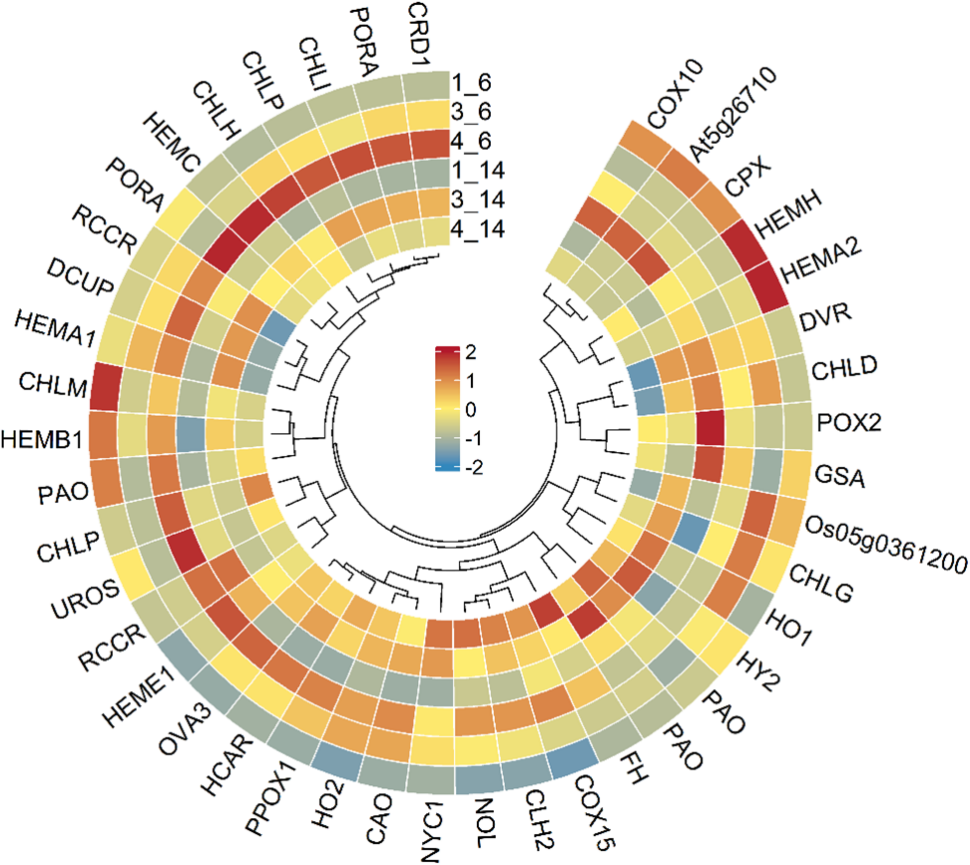
Heat map representation and hierarchical clustering of structural genes involved in porphyrin and chlorophyll metabolism in “B-14” and “B-6” melon cultivars at different growth stages.

### Differentially expressed TFs

Among the differentially expressed TFs, six MYB TFs, three ethylene-responsive TFs (ERF), five bHLH TFs, seven NAC domain-containing proteins, and eight WRKY TFs were significantly upregulated in the “4_14” versus “4_6” group. Moreover, BBX zinc finger protein, zinc finger protein, basic leucine zipper, heat shock factor protein, and MADS-box TF were also significantly upregulated in the “4_14” versus 4_6” group.*MYB48, ERF039, ERFLEP, bHLH171, BBX18, NAC73, NAC21/22,* and *MADS13* were upregulated, *MYB63, ERF106,061,* Basic leucine zipper 43, NAC domain-containing protein 2,55,92, *WRKY24,*75, *HSF24,* ERF *CRF6* were downregulated in the “4_14” versus “1_14” and “3_14” versus “1_14” groups (Table 1).

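Table 1 lists 41 different gene identifiers, 1 of them in 2 rows. In “4_14” versus “4_6”, 36 of the 41 passed the count filter, and 32 were upregulated and 3 downregulated. By family, 4 of 5 MYB genes, 4 of 6 bHLH genes, 6 of 7 NAC genes, all 8 WRKY genes and 3 of 4 basic leucine zipper genes were upregulated. Of 6 genes annotated as ethylene-responsive, 4 were upregulated and ERF039 (MELO3C013926.2) was downregulated, with a log2 fold change of -1.52 (standard error 0.27, adjusted p = 0.014 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). MADS13 (MELO3C033521.2) and ChlH (MELO3C023131.2), which the table also holds, were downregulated as well. With single libraries left out, MADS13 was a DEG in 2 of 6 fits and ChlH in all 6. Among the genes below the count filter, CRF6 (MELO3C011671.2) and NAC43 (MELO3C027409.2) had at most 3 counts in every library of “4_6”, and were at least 2.19-fold and 2.05-fold higher in “4_14”. MELO3C019312.2, also at this floor in “4_6”, was at least 3.19-fold higher. For MELO3C034877.2 and MELO3C003421.2, at the same floor, the bounds were 1.29-fold and 1.58-fold, short of the fold change threshold. With an adjusted p-value, 27 of the genes were called over all genes tested and 35 when adjusted over the list alone. The study picked the list on these samples, and the paper gives a value in this comparison for 40 of the 41 genes. Neither these counts nor those by family are therefore independent evidence. When genes needed at least 10 counts in every library, 25 were called.

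In “4_14” versus “1_14”, 17 of 39 tested genes were upregulated and 16 downregulated, and in “3_14” versus “1_14”, 10 of 36 were upregulated and 12 downregulated. Adjusted over the list alone, 32 and 21 were called, and over all genes tested 32 and 21. With at least 10 counts required in every library, 14 were called in “3_14” versus “1_14”. In both comparisons, 8 genes were upregulated and 11 downregulated. Among the former, NAC73 (MELO3C002628.2) rose by 4.73 at 45 DAP and 2.01 at 30 DAP on the log2 scale, MADS13 by 1.54 and 1.50, and the ERF gene LEP (MELO3C005088.2) by 6.53 and 6.57. MYB48 (MELO3C020701.2) was upregulated in “3_14” (1.56) but not in “4_14” (-0.19, standard error 0.35). MYBS3 (MELO3C024440.2) in “3_14” rested on 1 library: its levels were 27.9, 30.4 and 270.3 in replicates 1, 2 and 3. BBX18 (MELO3C007886.2) had at most 3 counts in every library of “1_14” and was at least 4.17-fold higher in “3_14”.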

**Table 1:** Differential expression analysis of transcription factors.

Gene ID	Description	log2 Fold change		
		4_14 versus 1_14	3_14 versus 1_14	4_14 versus 4_6
MELO3C016789.2	Transcription factor *MYB73*	–	–	1.2998
MELO3C020701.2	Transcription factor *MYB48*	–	1.5287	1.2545
MELO3C024440.2	Transcription factor *MYBS3*	–	–	1.0868
MELO3C034877.2	Transcription factor *MYB63*	− 2.9518	− 3.3428	3.4374
MELO3C034933.2	Transcription factor *MYB12*	1.9336	–	2.2068
MELO3C034933.2	Transcription factor* MYB12*	1.9336	–	2.2068
MELO3C005466.2	Ethylene-responsive transcription factor *ERF106*	− 4.0699	− 5.0526	1.3450
MELO3C005747.2	Ethylene-responsive transcription factor *ERF061*	− 5.2953	− 4.8672	2.0750
MELO3C006430.2	Ethylene-responsive transcription factor 1B	− 3.9087	–	2.5257
MELO3C013926.2	Ethylene-responsive transcription factor *ERF039*	1.5905	3.9636	− 1.5315
MELO3C002608.2	Transcription factor *bHLH162*	1.7361	− 3.4999	1.1336
MELO3C003421.2	Transcription factor *bHLH71*	− 2.4912	2.8717	3.7333
MELO3C007341.2	Transcription factor *bHLH112*	–	–	1.5046
MELO3C014408.2	Transcription factor *bHLH69*	− 1.6732	–	3.2872
MELO3C015253.2	Transcription factor *bHLH149*	− 1.3051	–	1.0149
MELO3C023131.2	Magnesium-chelatase subunit* ChlH*	5.4357	5.2853	− 1.3508
MELO3C017424.2	Transcription factor *bHLH35*	1.4022	–	2.0419
MELO3C007886.2	B-box zinc finger protein 18 *BBX18*	3.1121	2.8876	1.6896
MELO3C020703.2	Zinc finger protein *ZAT11*	1.4957	–	3.2557
MELO3C005173.2	Basic leucine zipper 43	− 1.3813	− 1.4699	2.6018
MELO3C007865.2	bZIP transcription factor 53	2.7069	–	1.5434
MELO3C010788.2	Basic leucine zipper 4	3.8796	1.4713	2.3542
MELO3C019312.2	Basic leucine zipper 34	/	–	4.7436
MELO3C002628.2	NAC domain-containing protein 73	4.6973	1.9801	1.1275
MELO3C007255.2	NAC domain-containing protein 10	5.9607	–	6.9270
MELO3C010555.2	NAC domain-containing protein 21/22	1.4082	2.0164	1.7337
MELO3C010632.2	NAC domain-containing protein 2	− 3.9768	− 4.3946	1.1002
MELO3C016536.2	NAC domain-containing protein 55	− 1.2900	− 2.0017	1.4025
MELO3C022002.2	NAC domain-containing protein 92	− 1.4771	− 2.5148	1.3557
MELO3C027409.2	NAC domain-containing protein 43	–	–	3.2147
MELO3C008175.2	Probable WRKY transcription factor 75	4.6866	–	5.8101
MELO3C009097.2	WRKY DNA-binding transcription factor 70	–	–	2.7393
MELO3C009127.2	WRKY transcription factor *WRKY24*	− 3.0631	− 2.4047	1.5240
MELO3C014896.2	Probable WRKY transcription factor 75	4.6847	–	1.5008
MELO3C017743.2	Probable WRKY transcription factor 75	− 2.7759	− 10.1545	3.5068
MELO3C020489.2	WRKY transcription factor WRKY24	− 1.5920	–	2.0956
MELO3C020963.2	Probable WRKY transcription factor 51	–	–	2.2669
MELO3C030287.2	Probable WRKY transcription factor 50	–	–	3.3773
MELO3C007560.2	Heat shock factor protein *HSF24*	− 1.5324	− 5.1024	4.9703
MELO3C011671.2	Ethylene-responsive transcription factor *CRF6*	− 2.6952	− 5.4191	5.1621
MELO3C033521.2	MADS-box transcription factor 13 *MADS13*	1.5089	1.4745	− 1.0050
MELO3C005088.2	Ethylene-responsive transcription factor *LEP*	6.5761	6.6288	–

### Validation of gene expression levels by RT-qPCR

To validate the results of RNA-Seq, we randomly selected six genes for RT-qPCR analysis, including six genes related to carotenoid metabolism (Fig. 8). 

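In the sequenced libraries, PSY (MELO3C025102.2) had 310.3 ± 51.9 CPM in “4_14”, 232 ± 68.3 in “3_14”, 193 ± 44.0 in “4_6”, 153 ± 8.27 in “3_6”, 35.1 ± 4.44 in “1_6” and 5.30 ± 0.662 in “1_14” (SD, n = 3). CRTISO (MELO3C016495.2) had 34.6 ± 5.01 in “4_14”, and its means in the other groups lay between 8.30 and 27.7. LCYE (MELO3C004633.2) was highest in “4_6” with 9.83 ± 1.961, and its lowest level was 1.04 ± 0.520 in “4_14”. CCD4 (MELO3C016224.2) was also highest in “4_6”, where replicate 1 had 357 and replicates 2 and 3 had 100.2 and 121.1. The CHYB gene MELO3C006938.2 ranged from 29.8 ± 6.13 in “4_6” to 56.7 ± 5.08 in “3_6”. MELO3C014318.2 ranged from 2.40 ± 1.20 in “4_6” to 7.15 ± 0.233 in “3_6”. The RT-qPCR values themselves were not analysed here.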

The expression patterns obtained by RT-qPCR were similar to those obtained by RNA-Seq, demonstrating the accuracy of the RNA-Seq results.

**Figure 8:**
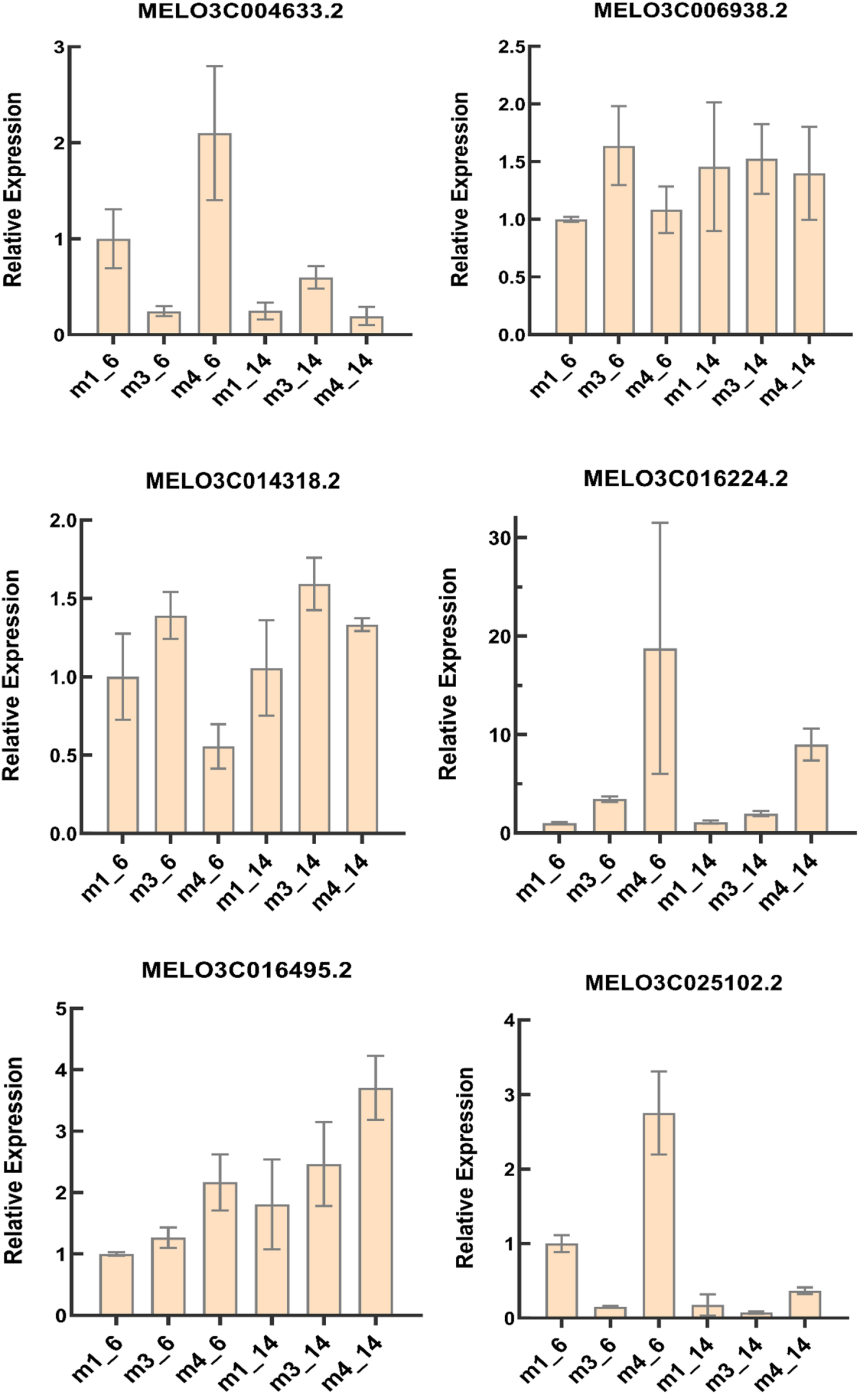
The expression levels of six carotenoid-related genes in flesh of “B-14” and “B-6” melon cultivars at different developmental stages.

## Discussion

The yellow, orange, and red phenotype of plants is associated with carotenoid content^43^. The composition and content of carotenoids vary between different varieties of plants. For example, red tomato and watermelon are rich in lycopene^44,45^. Carrot and melon are abundant in β-carotene^14,46^. Some leafy vegetables, such as broccoli and kale, contain large amounts of lutein, β-carotene, and zeaxanthin^47,48^. In the current study, the fruit-flesh color of melon cultivars “B-14” and “B-6” was white-green at the early developmental stage, and then changed to orange in the “B-14” cultivar and to white in the “B-6” cultivar at the mature stage (Fig. 1). Similarly, the contents of Car and β-carotene in the “B-14” fruits were significantly higher than those in the “B-6” fruits, indicating that the orange flesh-color in melon is due to β-carotene accumulation, whereas the white flesh-color of “B-6” was mainly due to the lack of carotenoids (Fig. 2). These results were similar to those observed in watermelon^21^, cucumber^49^, squash^50^.

Carotenoid accumulation is regulated by transcriptional regulation of carotenoid metabolic pathway genes^51^. 

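Z-ISO (MELO3C017709.2) had 37.2 ± 3.87 in “4_14”, 22.4 ± 3.72 in “3_14” and 5.47 ± 1.54 in “1_14” (SD, n = 3 libraries). In “4_14” versus “3_14” its log2 fold change was 0.72 (standard error 0.14, adjusted p = 0.0065), and in “4_14” versus “4_6” it was 0.53 (standard error 0.11, adjusted p = 0.022), both below the fold change threshold. For PSY (MELO3C025102.2), the log2 fold change in “4_14” versus “3_14” was 0.41 (standard error 0.22, adjusted p = 0.17). For CRTISO (MELO3C016495.2) it was 0.31 (standard error 0.18, adjusted p = 0.19). Neither difference was detectable with 3 libraries per group. CRTISO (MELO3C009571.2) had 73.7 ± 1.56 in “4_14”, 70.8 ± 9.41 in “3_14” and 77.2 ± 6.49 in “4_6”. ZDS (MELO3C024674.2) had 122.8 ± 11.7 in “4_14” and 132 ± 24.6 in “4_6”. NCED2 (MELO3C007127.2) had 81.2 ± 22.5 in “4_14”, 40.9 ± 6.38 in “3_14” and 76.3 ± 24.7 in “4_6”. CCD4 (MELO3C016224.2) had 91.7 ± 15.0 in “4_14”, 19.9 ± 1.33 in “3_14” and 193 ± 142.7 in “4_6”, and its log2 fold change in “4_14” versus “3_14” was 2.19 (standard error 0.13, adjusted p = 9.4e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). VDE1 (MELO3C008677.2) lay between 7.46 ± 0.339 in “1_6” and 14.1 ± 1.25 in “4_14”. Its log2 fold changes were 0.56 in “4_14” versus “1_14” (standard error 0.32) and 0.18 in “3_14” versus “1_14” (standard error 0.33). By their means, PSY, Z-ISO, CRTISO (MELO3C016495.2), NCED2 and VDE1 were highest in “4_14”, and CRTISO (MELO3C009571.2), ZDS and CCD4 in “4_6”.

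**Figure D1:**
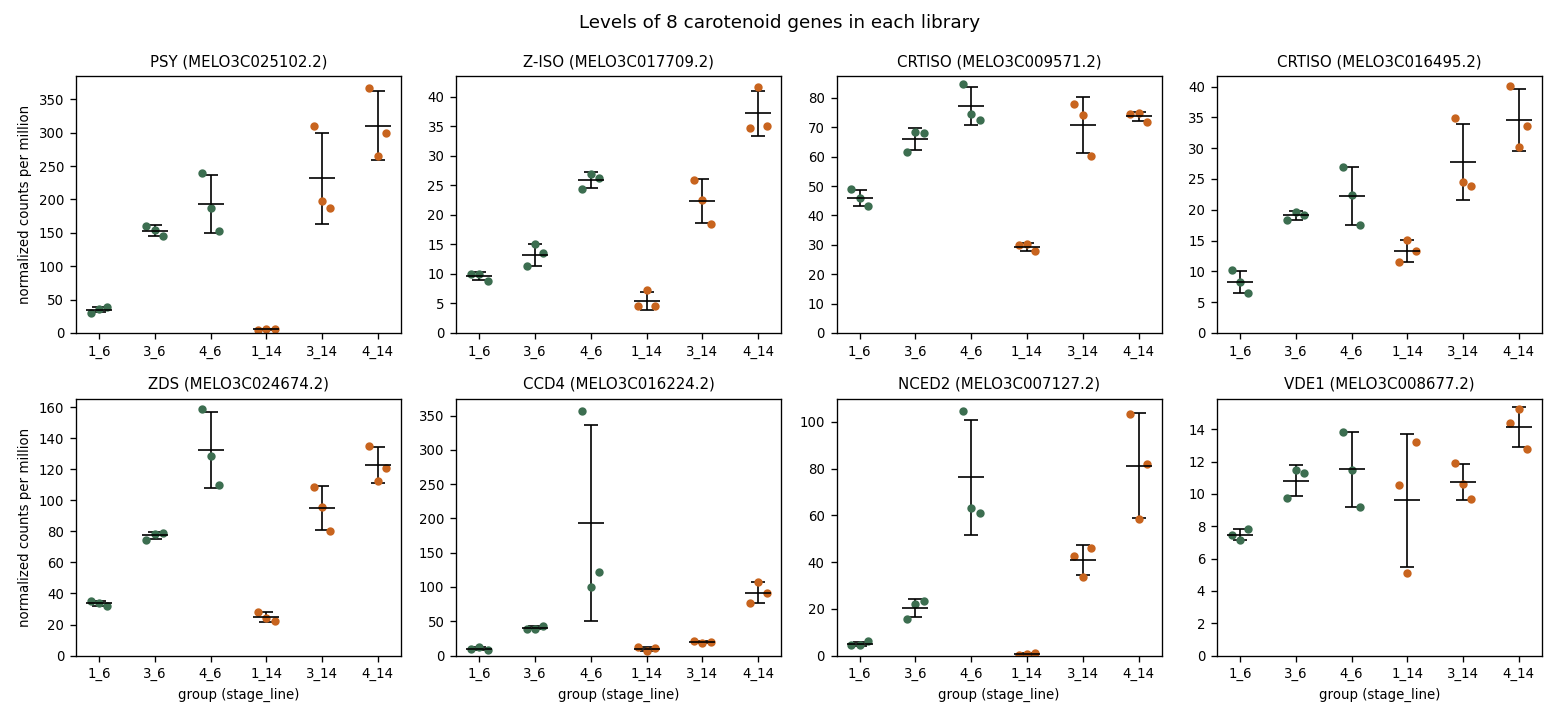
CPM scaled by TMM factors (vertical axes, linear and starting at 0) of 8 carotenoid genes in each of the 6 groups (horizontal axes), with “B-6” in green and “B-14” in orange. Each point is 1 library and the mean is shown with the SD of 3 libraries as error bar; 1 library of “4_6” lifts the mean of CCD4.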

We identified and analyzed 33 carotenoid pathway genes in this study and found the expression levels of upstream synthesis genes, *PSY* (MELO3C025102.2), *Z-ISO* (MELO3C017709.2), *CRTISO* (MELO3C009571.2, MELO3C016495.2), and *ZDS* (MELO3C024674.2), and downstream synthesis genes, *CCD4* (MELO3C016224.2), *NCED2* (MELO3C007127.2), and *VDE1* (MELO3C008677.2), were the highest in the “4_14” group, followed by those in the “3_14” and “1_14” groups (Fig. S1, Table S6). Furthermore, seven upregulated and three downregulated genes were observed in the “4_14” group compared with the “1_14” group.

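Among the 31 carotenoid genes of Fig. S1 that passed the count filter, 13 were upregulated and 4 downregulated in “4_14” versus “1_14”. The upregulated genes were GGPS, PSY (MELO3C025102.2), both PDS genes, Z-ISO, ZDS, the 3 CRTISO genes, LCY1, CYP97C1, CCD4 and NCED2 (MELO3C007127.2), which had the largest log2 fold change of these, 6.90 (standard error 0.33, adjusted p = 5e-06). The downregulated genes were CYP711A1 (-4.35), CCS, CHYB (MELO3C005704.2) and ABA2 (MELO3C005129.2, -1.26, standard error 0.43, adjusted p = 0.032), with p-values from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In the set, 54.8% were DEGs against 45.6% of all genes tested (one-sided Fisher's exact test, p = 0.2). By the adjusted p-value, 17 of the genes were called over all genes tested and 16 when adjusted over the list alone. Neither the set tests nor any count over the list is independent evidence, as the study chose the list on these samples. Between 16 and 18 were called when single libraries were left out, and 19 with DESeq2's Wald test, which also called CYP97A3 (MELO3C014945.2) and MELO3C014716.2.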

As shown in Fig. 6, *PSY* is involved in the key steps of the carotenoid metabolism pathway^52^. A study reported that overexpression of *PSY1* in tomato plants significantly increased the carotenoid content in tomato fruit^53^. 

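PSY (MELO3C025102.2) had a log2 fold change of 5.87 in “4_14” versus “1_14” (standard error 0.19, adjusted p = 1.8e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and of 5.47 in “3_14” versus “1_14” (standard error 0.27, adjusted p = 8e-06). In “B-6” the corresponding values were 2.43 in “4_6” versus “1_6” (standard error 0.20, adjusted p = 1.9e-05) and 2.13 in “3_6” versus “1_6” (standard error 0.11, adjusted p = 1.3e-06). At 10 DAP the gene was lower in “B-14” than in “B-6”, with a log2 fold change of -2.69 (standard error 0.17, adjusted p = 2.7e-05). At 45 DAP, “4_14” exceeded “4_6” by 0.69 on the log2 scale (standard error 0.20, adjusted p = 0.057), and at 30 DAP the difference was 0.61 (standard error 0.19, adjusted p = 0.07). Neither passed the fold change threshold. Every library of “4_14” and “3_14” was above every library of “1_14”. With each library left out in turn, PSY remained a DEG in all 6 fits of “4_14” versus “1_14”.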

In our study, *CmPSY* was highly expressed at the mature stage, revealing that *PSY* plays an essential role in carotenoid accumulation in melon. Besides, the downregulation of *CmCHYB* partially contributed to the accumulation of β-carotene. Therefore, the increased synthesis of β-carotene in orange-flesh melon “B-14” at the mature stage could be due to upregulation of biosynthesis genes *CmPSY*, *CmPDS*, *CmZDS*, *CmZ-ISO*, and *CmCRTISO*. 

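Fig. S1 holds genes under the annotation CHYB with different courses. MELO3C005704.2 was weakly expressed, with 1.42 ± 0.677 in “1_14”, 0.541 ± 0.0471 in “3_14”, 0.514 ± 0.229 in “4_14” and 0.613 ± 0.326 in “1_6” (SD, n = 3). Its log2 fold change was -1.45 in “4_14” versus “1_14” (standard error 0.55, adjusted p = 0.046 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -1.36 in “3_14” versus “1_14” (standard error 0.47, adjusted p = 0.035). With single libraries left out, it was a DEG in 2 of 6 fits at 45 DAP and in 1 of 6 fits at 30 DAP. In “4_6” it had 0.136 ± 0.0500, and it did not pass the count filter in “4_6” versus “1_6” or in “4_14” versus “4_6”. MELO3C006938.2 had 35.8 ± 8.50 in “1_14” and 43.2 ± 13.2 in “4_14”, with a log2 fold change of 0.27 (standard error 0.27, adjusted p = 0.39), and in “4_14” versus “4_6” it changed by 0.54 (standard error 0.25, adjusted p = 0.18).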

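In “4_14” versus “1_14”, PDS (MELO3C017772.2) had a log2 fold change of 1.95 (standard error 0.14, adjusted p = 2.1e-05) and the PDS gene MELO3C020832.2 of 1.35 (standard error 0.29, adjusted p = 0.0042). ZDS (MELO3C024674.2) rose by 2.31 (standard error 0.13, adjusted p = 8.1e-06) and Z-ISO (MELO3C017709.2) by 2.77 (standard error 0.22, adjusted p = 3.4e-05). The CRTISO genes rose by 1.33 (MELO3C009571.2, standard error 0.08), 1.32 (MELO3C016373.2, standard error 0.18) and 1.38 (MELO3C016495.2, standard error 0.16), with adjusted p-values of 1.3e-05, 0.00044 and 0.00022 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All of these calls were kept in each of the 6 fits that left out 1 library. In white-fleshed “B-6”, “4_6” versus “1_6” gave 1.77 and -0.50 for the same PDS genes, 1.95 for ZDS and 1.40 for Z-ISO. Between the lines at 45 DAP, none of these 7 genes was a DEG: the log2 fold changes in “4_14” versus “4_6” lay between -0.26 for PDS (MELO3C017772.2) and 0.64 for CRTISO (MELO3C016495.2). The paper offers upregulation of PSY, PDS, ZDS, Z-ISO and CRTISO as a possible cause of the increased β-carotene in mature “B-14”.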

The downregulation of *CmCHYB* prevented the flux into downstream products, whereas upregulation of *CYP97C* promoted the conversion of zeaxanthin into lutein. Meanwhile, the upregulation of degradation genes, *CmNCED* and *CmCCD4*, could have decreased the total carotenoid content as well as the content of individual carotenoids.

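Of the genes annotated as NCED, NCED2 (MELO3C007127.2) had 0.676 ± 0.240 in “1_14” and 4.98 ± 0.898 in “1_6” (SD, n = 3), and its log2 fold change was 3.91 in “4_6” versus “1_6” (standard error 0.26, adjusted p = 8e-06). MELO3C027057.2 had 62.4 ± 8.07 in “1_14” and 33.3 ± 31.1 in “4_14”, a log2 fold change of -0.90 (standard error 0.75, adjusted p = 0.31). In “B-6” it was downregulated, from 74.7 ± 25.9 to 8.15 ± 2.12 at 45 DAP (-3.23, standard error 0.30, adjusted p = 4e-05). MELO3C002744.2 did not pass the count filter in “4_14” versus “1_14”. CCD4 (MELO3C016224.2) had a log2 fold change of 3.21 in “4_14” versus “1_14” (standard error 0.26, adjusted p = 3.8e-05) and of 4.22 in “4_6” versus “1_6” (standard error 0.52, adjusted p = 0.00017). In “4_14” versus “4_6” it changed by -1.07 (standard error 0.47, adjusted p = 0.16 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and by -0.26 without replicate 1 of “4_6”. NCED2 changed by 0.09 between these groups (standard error 0.28).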

In this study, we list the top 20 significantly DEGs (up-regulated and down-regulated) of each comparison were shown in supplemental file (Table S3, S4, S5). 

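All 20 genes of Table S3 were DEGs in “4_14” versus “4_6”, 12 upregulated and 8 downregulated, with log2 fold changes between 1.67 and 7.02 in size. Ranked by p-value among all genes tested, they had a median rank of 22.5, and the lowest placed was at 75. All 20 genes of Table S4 were DEGs in “4_14” versus “1_14”, 8 upregulated and 12 downregulated, with a median rank of 33 and the lowest placed at 297. The 17 genes of Table S5 were DEGs in “3_14” versus “1_14”, 4 upregulated and 13 downregulated, with a median rank of 60 and the lowest placed at 237. In the ranking by DESeq2's Wald test, the median ranks were 15.5, 13.5 and 13, and the lowest placed genes were at 26, 24 and 23. By the adjusted p-value, 20, 20 and 17 of the genes were called.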

We found that the expression of *WRKY75* was significantly upregulated in the “4_14” versus “4_6” and “4_14” versus “1_14”. which was consistent with the fruit color of melon*.* Previous studies also found that *OfWRKY3, an O. fragrans* transcription factor, could alter the carotenoid profiles by regulating *OfCCD4* expression^20^. 

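Table 1 holds 3 genes annotated as WRKY75. MELO3C008175.2 had 491 ± 7.97 in “4_14”, 8.78 ± 1.77 in “4_6”, 15.2 ± 2.49 in “3_14”, 18.7 ± 2.73 in “1_14”, 4.30 ± 1.28 in “3_6” and 3.93 ± 0.889 in “1_6” (SD, n = 3). Its log2 fold change was 5.81 in “4_14” versus “4_6” (standard error 0.19, adjusted p = 5.4e-05) and 4.72 in “4_14” versus “1_14” (standard error 0.14, adjusted p = 1.8e-06). MELO3C014896.2 had 25.8 ± 5.51 in “4_14”, 9.14 ± 1.95 in “4_6” and at most 1.15 on average in the other groups. It was upregulated by 1.50 in “4_14” versus “4_6” (standard error 0.22, adjusted p = 0.0072), by 4.71 in “4_14” versus “1_14” (standard error 0.24, adjusted p = 6.4e-06) and by 4.12 in “4_6” versus “1_6” (standard error 0.44, adjusted p = 7.5e-05). MELO3C017743.2 had 9.13 ± 3.44 in “1_14” and 1.36 ± 0.674 in “4_14”. It was downregulated in “4_14” versus “1_14” by -2.74 (standard error 0.48, adjusted p = 0.0016) and upregulated in “4_14” versus “4_6” by 3.45 (standard error 0.61, adjusted p = 0.013). In “3_14” it had at most 3 counts in every library and was at least 69.2-fold lower than in “1_14”. The p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the calls in “4_14” versus “4_6” and “4_14” versus “1_14” were kept in all fits that left out 1 library.

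**Figure D2:**
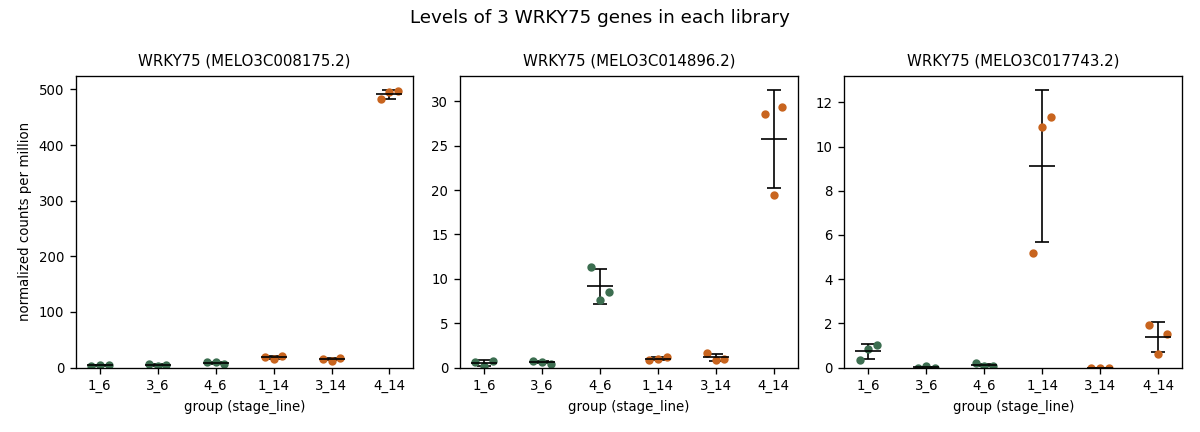
CPM scaled by TMM factors (vertical axes, linear and starting at 0) of the 3 genes annotated as WRKY75 in each of the 6 groups (horizontal axes), with “B-6” in green and “B-14” in orange. Each point is 1 library and the mean is shown with the SD of 3 libraries as error bar; by their means, MELO3C008175.2 and MELO3C014896.2 are highest in “4_14” and MELO3C017743.2 in “1_14”.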

*SlWRKY35* positively regulates carotenoid biosynthesis by activating the MEP pathway in tomato fruit. *CmWRKY49* participated in carotenoid biosynthesis by activating the expression of *CmPSY1* in orange fleshed oriental melon^54^. So, we suspected that *WRKY75* may be a regulator for carotenoid biosynthesis accumulation in melon fruit.

Plant hormones can directly or indirectly affect the biosynthesis of carotenoid in many plants^55–58^. Auxin has been reported to retard carotenoid accumulation in tomato fruit^55^. 

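XTH22 (MELO3C017480.2) had 1952 ± 256 in “1_14” and 12.6 ± 1.98 in “4_14” (SD, n = 3), a log2 fold change of -7.27 in “4_14” versus “1_14” (standard error 0.22, adjusted p = 1.8e-06). ABCB11 (MELO3C008741.2) had 521 ± 27.1 and 7.04 ± 1.50, with a log2 fold change of -6.21 (standard error 0.20, adjusted p = 1.9e-06). TTL3 (MELO3C010417.2) had 138.4 ± 6.16 and 5.65 ± 0.475, with a log2 fold change of -4.61 (standard error 0.11, adjusted p = 1.5e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In “4_6” versus “1_6” the same genes were downregulated, XTH22 by -5.96, ABCB11 by -5.77 and TTL3 by -1.88 on the log2 scale.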

Consistent with this, our results showed that compared with “4_14”, Xyloglucan endotransglucosylase/hydrolase protein 22 (XTH22, MELO3C017480.2) involves in response to auxin, ABC transporter B family member 11 (ABCB11, MELO3C008741.2) associated with auxin efflux transmembrane transporter activity, inactive TPR repeat-containing thioredoxin (TTL3, MELO3C010417.2) associated with auxin-activated signaling pathway, were highly expressed in “1_14”. Meanwhile, we found that the expressions of *CYP97A3* and *CHYB* genes were down-regulated in “4_14”. 

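CYP97A3 (MELO3C014945.2) had 38.0 ± 4.04 in “1_14”, 35.9 ± 4.01 in “3_14” and 19.3 ± 3.83 in “4_14” (SD, n = 3). Its log2 fold change in “4_14” versus “1_14” was -0.97 (standard error 0.16, adjusted p = 0.0013 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), just short of the fold change threshold, and it was a DEG in 2 of 6 fits that left out 1 library. With DESeq2's Wald test, with RLE factors, with all 18 libraries in 1 fit, and with genes of at least 10 counts in every library, it passed the threshold. In “B-6” the gene fell from 109.7 ± 10.4 in “1_6” to 34.9 ± 4.07 in “3_6” and 18.2 ± 0.896 in “4_6”, a log2 fold change of -2.62 at 45 DAP (standard error 0.13, adjusted p = 2.2e-06). Between “4_14” and “4_6” no difference was detectable (0.09, standard error 0.16).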

A recent study suggested that a loss of function in the carotene hydroxylase *CYP97A3* gene related with high α-carotene content in orange carrots^59^. We speculated that auxin might regulate the expression levels of *CYP97A3* and *CHYB* to affect carotenoid accumulation in melon fruit.

Similarly, ABA and JA are also involved in affecting carotenoid accumulation in tomato^60,61^. In this study, compared with “4_6”, an alkaline ceramidase (ACER, MELO3C006305.2) involves in abscisic acid-activated signaling pathway were highly expressed in “4_14”. 

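ACER (MELO3C006305.2) had 60.9 ± 9.24 in “4_14” and 8.83 ± 1.28 in “4_6” (SD, n = 3), a log2 fold change of 2.79 (standard error 0.16, adjusted p = 0.00036 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 10 DAP it had 26.4 ± 2.97 in “1_14” and 34.4 ± 1.49 in “1_6”. From there to 45 DAP, its log2 fold change was 1.21 in “B-14” (standard error 0.15, adjusted p = 0.00026) and -1.99 in “B-6” (standard error 0.15, adjusted p = 1.4e-05).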

On the contrary, Protein FAF-like (At5g22090, MELO3C015055.2) associated with negative regulation of abscisic acid activated signaling pathway, glutamate receptor 3.3 (GLR3.3, MELO3C017043.2) associated with jasmonic acid mediated signaling pathway were highly expressed at “4_6”. 

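FAF-like (MELO3C015055.2) had 18.5 ± 3.79 in “4_6” and 0.955 ± 0.342 in “4_14” (SD, n = 3), a log2 fold change of -4.26 in “4_14” versus “4_6” (standard error 0.29, adjusted p = 0.00047). GLR3.3 (MELO3C017043.2) had 62.5 ± 14.5 and 5.69 ± 1.32, with a log2 fold change of -3.45 (standard error 0.24, adjusted p = 0.00048 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 30 DAP, GLR3.3 differed by -1.58 in “3_14” versus “3_6” (standard error 0.06, adjusted p = 4.9e-05) and FAF-like by -0.13 (standard error 0.27). Both genes were also lower in “1_14” than in “1_6”.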

Suppression of the key ABA biosynthetic gene, *SlNCED1*, resulted in down-regulation of *SlLCY-B* expression, and up-regulation of *SlPSY1* expression with increased levels of lycopene and β-carotene^62^. However, whether ABA directly regulate carotenoid pathway gene expression in current study remains unknown.

In the present study, 42 DEGs related to porphyrin and Chl metabolism were identified (Fig. 7, Table S7). 

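Table S7 gives the paper's mean FPKM per group for 40 genes. In the CPM, 36 of them had their highest mean in the same group as in that table and 37 had their lowest mean in the same group. The highest mean was in “4_6” for 19 genes, in “1_14” for 7, in “1_6” for 6, in “4_14” for 4, in “3_6” for 3 and in “3_14” for 1. The lowest mean was in “1_14” for 15 genes and in “4_6” for 1.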

Compared with “1_6”, the expression levels of *CHLP/H*, *HemA*, *HemE*, *CRD*, and *POR* were higher in the 4_6” group (Fig. 7). In the “1_6” versus “4_6” and the “1_14” versus “4_14” groups, the expression of *POX1*, *CHLP*, *ChlH*, *HCAR*, and *CRD1* was upregulated (Table S7). However, genes related to Chl degradation, such as *NYC*, *PAO*, and *RCCR*, were highly expressed only in the “4_6” and “4_14” groups, which may directly lead to rapid degradation of Chl, resulting in etiolation and bleaching^63^.

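NYC1 (MELO3C025347.2) had 36.4 ± 3.48 in “1_6”, 333 ± 31.4 in “3_6”, 313 ± 136 in “4_6”, 24.8 ± 2.31 in “1_14”, 483 ± 68.9 in “3_14” and 566 ± 24.4 in “4_14” (SD, n = 3). It was already upregulated at 30 DAP, by 3.19 in “3_6” versus “1_6” (standard error 0.12, adjusted p = 3.4e-07) and by 4.30 in “3_14” versus “1_14” (standard error 0.16, adjusted p = 3.4e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The PAO gene MELO3C004867.2 had 99.1 ± 16.2 in “1_6” and 90.4 ± 1.56 in “4_6”, a log2 fold change of -0.16 (standard error 0.14) that became 0.03 with library size alone in place of TMM scaling. In “4_14” versus “1_14” it changed by 0.73 (standard error 0.09), below the fold change threshold. The PAO gene MELO3C035546.2 had its highest level in “3_14”, with 15.3 ± 2.41, and MELO3C035541.2 had at most 0.792 on average, in “4_14”. RCCR (MELO3C020913.2) had 91.6 ± 25.0 in “4_6”, 92.9 ± 21.6 in “1_14”, 42.1 ± 7.62 in “4_14” and 38.9 ± 3.77 in “1_6”. It was upregulated in “4_6” versus “1_6” (1.20, standard error 0.21) and downregulated in “4_14” versus “1_14” (-1.14, standard error 0.20). The other RCCR gene, MELO3C020912.2, had 97.8 ± 15.7 in “4_6”, 78.0 ± 5.67 in “1_6”, 79.2 ± 16.7 in “1_14” and 48.6 ± 2.34 in “4_14”, and its changes of 0.30 and -0.70 in these comparisons stayed below the threshold.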

Many TFs regulate carotenoid metabolism and influence carotenoid content. For example, SlMYB72, SlWRKYs, and SlBBX20 were found to bind to *SlPSY* and regulate the synthesis of carotenoids in tomato^25,63,64^. 

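In Table 1 the rows for MYB12 carry the same identifier, MELO3C034933.2. This gene had 13.0 ± 0.653 in “4_14”, 2.83 ± 0.765 in “4_6”, 3.35 ± 1.66 in “1_14” and 1.82 ± 1.48 in “3_14” (SD, n = 3). Its log2 fold change was 2.21 in “4_14” versus “4_6” (standard error 0.22, adjusted p = 0.0019) and 1.97 in “4_14” versus “1_14” (standard error 0.37, adjusted p = 0.0025). BBX18 (MELO3C007886.2) had 0.684 ± 0.165 in “4_14”, 0.214 ± 0.191 in “4_6” and 0.895 ± 0.404 in “3_6”. In “4_14” versus “4_6” its log2 fold change was 1.67 (standard error 0.64, adjusted p = 0.12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was a DEG in 2 of 6 fits that left out 1 library. Every library of “1_14” had at most 3 counts of BBX18, and its level in “4_14” was at least 4.95-fold higher.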

In this study, two *MYB12*, *BBX18*, and two *WRKY75*, were upregulated in the “4_6” versus “4_14” and “1_14” versus “4_14” groups (Table 1). Moreover, several MADS-box regulators influence carotenoid biosynthesis. *CsMADS5* and *CsMADS6* influence carotenoid metabolism by upregulating *LCYB1* and other carotenogenic genes in citrus fruits^24,26^. Recently, NAC TFs that participate in carotenoid metabolism have also been reported in papaya, apple, and tomato^65–67^. 

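NAC21/22 (MELO3C010555.2) had 0.874 ± 0.212 in “1_6”, 4.17 ± 0.523 in “3_6”, 2.58 ± 0.299 in “4_6”, 3.15 ± 1.71 in “1_14”, 12.9 ± 2.03 in “3_14” and 8.55 ± 1.51 in “4_14” (SD, n = 3). It was an upregulated DEG in the 7 comparisons of Fig. 3. The smallest of these log2 fold changes was 1.44 in “4_14” versus “1_14” (standard error 0.38, adjusted p = 0.011) and the largest was 2.25 in “3_6” versus “1_6” (standard error 0.26, adjusted p = 9.8e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Between the lines it was 1.88 at 10 DAP (standard error 0.44, adjusted p = 0.0089), 1.64 at 30 DAP (standard error 0.16, adjusted p = 0.0015) and 1.73 at 45 DAP (standard error 0.21, adjusted p = 0.0035). All 7 calls were kept in every fit that left out 1 library. From 30 to 45 DAP, the log2 fold change was -0.69 in “B-6” (standard error 0.20) and -0.60 in “B-14” (standard error 0.18).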

Our results revealed that NAC domain-containing protein 21/22 was upregulated in all treatments in both inbred lines (Table 1), suggesting that these TFs may be related to carotenoid metabolism.

## Conclusion

In this study, we found that carotenoid content gradually increased in the flesh of “B-14” cultivar and the color changed from green to orange. Transcriptome analysis revealed that *PSY*, *PDS*, *ZDS*, *Z-ISO*, *CRTISO*, and *CHYB* could play a crucial role in carotenoid accumulation; thus, they could be responsible for the orange–red flesh-color of the mature fruit. Moreover, a number of DEGs were enriched in the Chl biosynthesis pathways. 

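Whether the change from 10 to 45 DAP differed between the lines was tested as a line by stage interaction in the 12 libraries of “4_14”, “1_14”, “4_6” and “1_6”, with a threshold of 0.05 on the adjusted p-value and of 1 on the log2 scale. The interaction of PSY (MELO3C025102.2) was 3.37 (standard error 0.27, adjusted p = 1.1e-05), a larger increase in “B-14” from a lower level at 10 DAP. The other PSY gene, MELO3C016185.2, had an interaction of -1.39 (standard error 0.50, adjusted p = 0.046), a call kept in 3 of the 12 fits that left out 1 library. Z-ISO (MELO3C017709.2) had an interaction of 1.30 (standard error 0.24, adjusted p = 0.0018) and PDS (MELO3C020832.2) of 1.78 (standard error 0.36, adjusted p = 0.0027). The calls of MELO3C025102.2, Z-ISO and this PDS gene were kept in all 12 of these fits. For PDS (MELO3C017772.2) the interaction was 0.11 (standard error 0.23, adjusted p = 0.74), for ZDS (MELO3C024674.2) 0.29 (standard error 0.20, adjusted p = 0.29) and for CHYB (MELO3C006938.2) 0.63 (standard error 0.33, adjusted p = 0.16), so a difference between the lines was not detectable. The CRTISO genes had interactions of 0.55 (MELO3C009571.2, standard error 0.14, adjusted p = 0.0084), 0.67 (MELO3C016373.2, standard error 0.25, adjusted p = 0.052) and -0.08 (MELO3C016495.2, standard error 0.29, adjusted p = 0.87). None passed the threshold. For MELO3C009571.2 a difference between the lines was detectable and fell short of the threshold only in size. The interaction of MELO3C016495.2 ranged from -0.25 to 0.08 with single libraries left out. The p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the 32 carotenoid genes, 13 had a positive and 2 a negative interaction past the threshold over all genes tested, and 16 were called when adjusted over the list alone, which the study chose on these samples and which is not independent evidence.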

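In the same test of line by stage interaction between 10 and 45 DAP, 14 of the 42 genes of porphyrin and chlorophyll metabolism were past the threshold, 5 with a positive and 9 with a negative sign, and 14 were called when adjusted over the list alone, which was chosen on these samples. Among them, HemE1 (MELO3C016131.2) had an interaction of -1.22 (standard error 0.23, adjusted p = 0.0018), CHLP (MELO3C017176.2) of -2.05 (standard error 0.59, adjusted p = 0.018) and NYC1 (MELO3C025347.2) of 1.37 (standard error 0.34, adjusted p = 0.0079 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). As a set, the genes of this list were not more often DEGs than other genes in “4_6” versus “1_6” (48.8% of 41, one-sided Fisher's exact test, p = 0.53) or in “4_14” versus “1_14” (39.0%, p = 0.84). Beside p = 0.53 from the exact test of DEGs, limma's tests for a shared direction gave 0.026 (camera) and 0.0062 (fry) for higher levels in “4_6” than in “1_6”. For higher levels in “4_14” than in “1_14” they gave 0.23 (camera) and 0.012 (fry), beside p = 0.84 from the exact test. The camera calls of this list in “4_6” versus “1_6” and in “4_14” versus “4_6” held under fry. As the list was chosen on these samples, the set tests are not independent evidence.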

Our study provides insights into the molecular mechanisms underlying changes in fruit color of melon during different developmental stages. This study was performed mainly at the transcription level, thus further in-depth analyses are required.

## Supplementary Information

Supplementary Information.

## Data Availability

Data supporting the results and conclusions are included in both the article and additional files. All the transcriptome data have been deposited in the NCBI’s Gene Expression Omnibus (GEO) and accession number: GSE220109.

# Supplementary material for: Transcriptome analysis reveals association of carotenoid metabolism pathway with fruit color in melon
**Source:** Sci Rep. 2023 Mar 27;13:5004. doi: 10.1038/s41598-023-31432-y
**Supplement:** Supplementary file 1 — Supplementary Information.

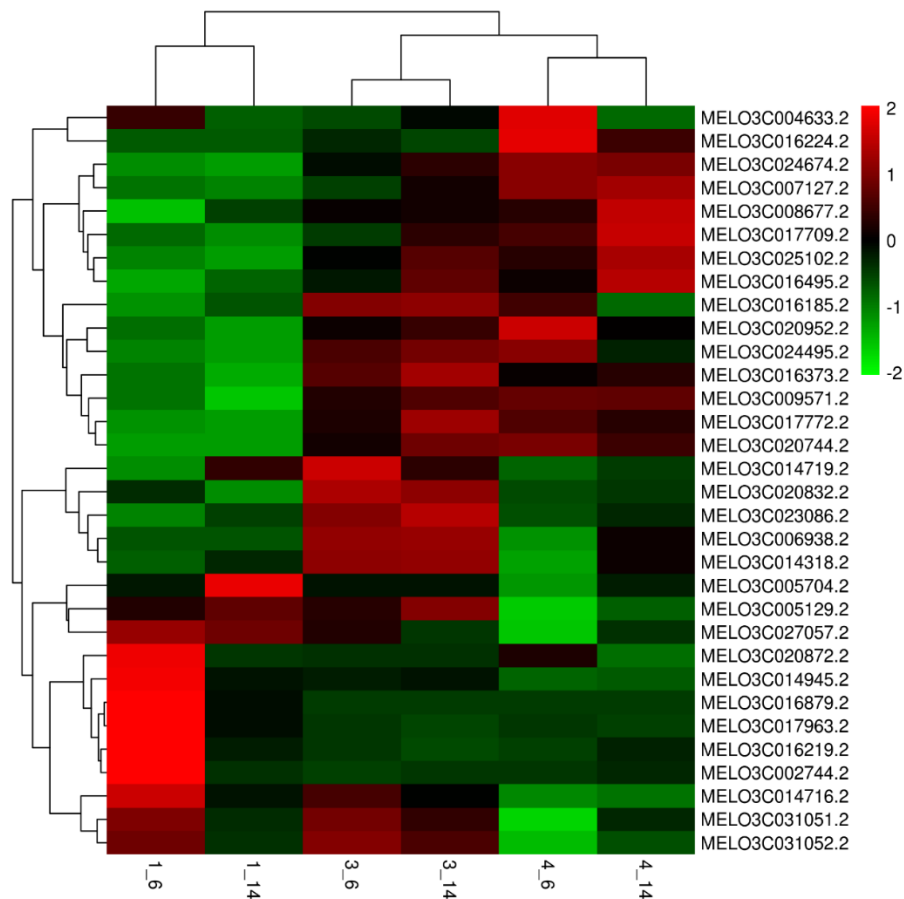

**Fig. S1** Heat map representation and hierarchical clustering of structural genes involved in carotenoid biosynthesis in “B-14” and “B-6” melon cultivars at different growth stages.

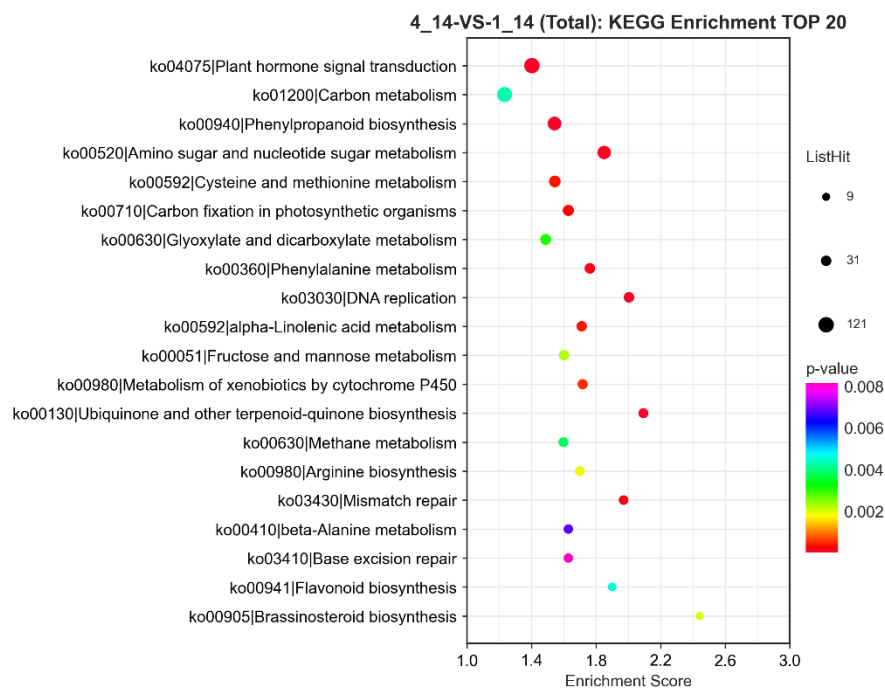

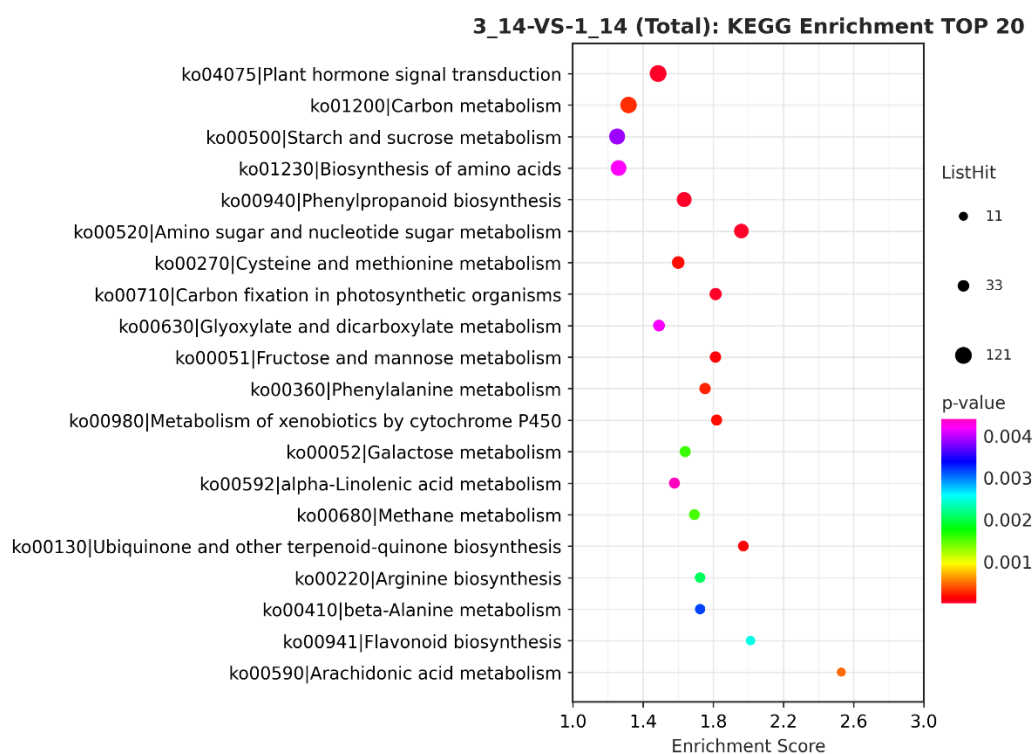

**Fig. S2** Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis in 4\_14 VS 1\_14 and 3\_14 VS 1\_14.

**Table S1** Primer sequences of genes selected for qRT-PCR

**Table S2** Throughout and quality of Illumina sequencing

**Table S3** Top 20 upregulated and downregulated genes in 4\_14 vs 4\_6

**Table S4** Top 20 upregulated and downregulated genes in 4\_14 vs 1\_14

**Table S5** Top 20 upregulated and downregulated genes in 3\_14 vs 1\_14

**Table S6** Differentially expressed genes involved in carotenoid biosynthesis

**Table S7** Screened list of differentially expressed genes related to chlorophyll metabolism

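Table S8 holds the log2 fold changes that the authors calculated for 26 genes of the pathway. Of the 19 genes with a value between “1_6” and “4_6”, 18 were DEGs in the counts. Of the 14 with a value between “1_14” and “4_14”, 13 were DEGs, and the remaining gene, MELO3C002961.2, did not pass the count filter. It had at most 3 counts in every library of “4_14” and was at least 3.75-fold lower there than in “1_14”. Of the 13 genes with a value between “4_6” and “4_14”, 13 were DEGs.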

**Table S8** List of differentially expressed genes related to chlorophyll metabolism (ko00860).

How the deposited data were processed for this re-analysis (not part of the article)

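The counts of 18 RNA-seq libraries from fruits of the melon inbred lines “B-6” and “B-14” at 10, 30 and 45 DAP were analysed, 3 biological replicates in each of 6 groups. The paper describes the tissue as fruit flesh and the labels of the deposited samples name it blade, and the line, stage and replicate were taken from the labels. The authors trimmed the reads with Trimmomatic, aligned them with HISAT2 to the melon reference genome and computed FPKM. The paper's text does not name the program versions, the genome build, the annotation version, the counting program or a filter on genes. The deposited values are whole numbers, and they were taken as counts without normalization. The 22394 genes have MELO3C identifiers, of which 0 were found among the 28628 genes of the RefSeq table at hand, so no positions or descriptions were added and gene symbols are the paper's.

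Total counts per library lay between 20651703 and 22675606. Between replicates of a group, 29 to 65.7% of genes with at least 20 counts over both libraries differed by more than binomial sampling alone would give in 5%. A level of 3 counts in a library was taken as the floor. A fold change against a group whose libraries were all at or below this floor is given as a lower bound.

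All fits were made in R 4.3.3 with edgeR 4.0.16. For each pair of groups, the 6 libraries were fitted with TMM factors, genes were kept by filterByExpr, and edgeR's quasi-likelihood F test was applied. The threshold for DEGs was the paper's, an unadjusted p-value of at most 0.05 and a fold change of at least 2 or at most 0.5. Adjusted p-values are Benjamini-Hochberg values over all genes tested in a comparison. 10 pairs of groups were compared, which are those of Fig. 3, the pair “1_14” versus “4_6” and the pairs of 45 against 30 DAP. Line by stage interactions were fitted on 12 libraries for 45 and for 30 against 10 DAP, with an adjusted p-value of at most 0.05 and a log2 value of at least 1 in size. Lists of 32 carotenoid genes (Fig. S1), 42 genes of porphyrin and chlorophyll metabolism (Tables S7 and S8) and 41 transcription factors (Table 1) were taken from the paper before the data were examined, and the study had chosen them on these samples. The carotenoid and chlorophyll lists were tested as sets by a one-sided Fisher's exact test of DEGs against all genes tested, and by camera and fry of limma 3.58.1.

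The genes named are those that the paper names by identifier at the claim concerned. In the remaining comparisons and in the interactions they are the 3 genes with the smallest p-value among those past the threshold that changed the same way in every pair of libraries.

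The alternatives, also set before the data were examined, were DESeq2's Wald test with its size factors (DESeq2 1.42.0), RLE factors or library size alone in place of TMM, every gene with at least 1 count, genes with at least 10 counts in every library, all 18 libraries in 1 fit, the replicate number as a block, an adjusted p-value for DEGs, and leaving out each library in turn. The paper names the DESeq package, which was not used here.

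The fits were tested on simulated counts in which 200 genes were changed. With an unadjusted p-value, 199 were called, with 118 false calls among 15201 genes tested, and with an adjusted p-value 193 were called, with 9 false calls. The interaction fit called 178, with 15 false calls. With no gene changed, 112 genes were called by the unadjusted and 0 by the adjusted p-value. The simulated changes were larger than the 2-fold threshold, equally often up and down, and given only to genes well above the floor. Genes were drawn independently of each other. These numbers therefore do not measure how often smaller changes, or changes in genes near the floor, were found in the real libraries. Pigment contents, RT-qPCR values and the GO and KEGG enrichments over all pathways were not analysed here.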

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

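The comparison of library totals was chosen only after the result was seen, and so was the use of leaving out 1 library and of the stricter count filter to test explanations for the interactions; the other tests in this part were set earlier.

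The change from 10 to 45 DAP differed between the lines in 4141 genes, 2049 with a positive and 2092 with a negative interaction, of 17250 tested in 12 libraries. From 10 to 30 DAP it differed in 3737 genes, 1986 positive and 1751 negative, of 17135. These results stand here because the test of the difference itself, which the paper does not report, was past its threshold. For 45 DAP the smallest p-values were those of MELO3C015184.2, with an interaction of 7.16 (standard error 0.29), MELO3C015185.2 with 6.79 (standard error 0.31) and MELO3C014182.2 with -5.80 (standard error 0.30). For 30 DAP they were those of MELO3C003294.2 with 5.76 (standard error 0.23), MELO3C004352.2 with 4.74 (standard error 0.19) and MELO3C024754.2 with 3.28 (standard error 0.15).

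The highest library total was 1.09 times the lowest among the libraries for 45 DAP and 1.07 times among those for 30 DAP, which argues against library size as the cause of 2-fold differences. Without the 50 most abundant genes the numbers were 4109 and 3740. Leaving out 1 of the 12 libraries took the number at most as far as 3661 for 45 DAP and 3392 for 30 DAP. Of 100 draws of line labels within stages, the real one included, 2 gave as many genes for 45 DAP and 2 for 30 DAP. The other draw in each case exchanged all line labels at 1 stage, with 4397 and 4462 genes, and so tests the sum of the line differences of both stages. If a variant against the reference took a fixed share of reads from a gene in 1 line, the loss would cancel in this difference where the gene is counted in all libraries. Among genes with at least 10 counts in every library, 3372 were called for 45 DAP and 3080 for 30 DAP, which argues against such a loss as the whole cause. Both interactions use the same libraries at 10 DAP, where the lines differed in 4498 DEGs, against 1090 at 30 DAP and 1746 at 45 DAP. They therefore cannot tell a different course of ripening from a line difference already present at 10 DAP. A biological difference between the lines, of either kind, stays open as an untested explanation.

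The comparison of 45 with 30 DAP is not among those the paper reports. It gave 4310 DEGs in “4_6” versus “3_6” (1925 upregulated and 2385 downregulated) and 3120 in “4_14” versus “3_14” (1264 upregulated and 1856 downregulated). In “B-6” the smallest p-values were those of MELO3C002520.2, at or below 3 counts in every library of “3_6” and at least 956-fold higher in “4_6”, MELO3C017228.2 with a log2 fold change of 6.07 and MELO3C024605.2 with -5.02. In “B-14” they were those of MELO3C021326.2 with -3.75, NAC73 (MELO3C002628.2) with 2.72 and WRKY75 (MELO3C008175.2) with 5.00.

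The highest library total was 1.10 times the lowest in “B-6” and 1.06 times in “B-14”. Without the 50 most abundant genes, 4289 and 3102 DEGs were called. The number farthest from the full one with 1 library left out was 4823 in “B-6” and 3335 in “B-14”. These values argue against library size, a few abundant genes or 1 library as the whole cause. In both comparisons, 1 of the 10 splits of the 6 libraries, the real one, gave as many DEGs; the largest number among the others was 169 in “B-6” and 281 in “B-14”. A share under 0.1 is out of reach with 3 libraries against 3. Ripening from 30 to 45 DAP is the biological difference in the design and stays open.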

How the results depend on the processing

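The numbers of DEGs in all 10 comparisons and in both interactions stayed within 1.5 times their value under every alternative run, and with each library left out. The same held for the carotenoid genes called in 7 comparisons, the chlorophyll genes in 3 and the transcription factors in 3, apart from those that follow, and for the carotenoid and chlorophyll genes called in the interaction of 45 against 10 DAP. These alternatives had been chosen before the data were examined. In “3_14” versus “3_6”, 2 carotenoid genes were called, against 1 with library size alone and 1 to 4 across the 6 fits that each left out 1 library, 4 without replicate 3 of “3_14”. Between “4_14” and “4_6”, 5 were called, against 3 with an adjusted p-value and 3 to 6 across the 6 fits with 1 library left out, 3 without replicate 3 of “4_14”. Of the transcription factors, 22 were called in “3_14” versus “1_14”, against 14 with at least 10 counts in every library, where fewer genes were tested. For the others the cause was not tested.

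The lists tested as sets were chosen by the study on these samples, so none of their p-values is independent evidence. Tests of the sets for a shared direction ask another question than the share of DEGs. For the carotenoid genes in “4_6” versus “1_6”, p was 0.022 with the one-sided exact test of DEGs, 0.57 with camera and 0.11 with fry, and in “4_14” versus “1_14” it was 0.2 with the exact test, 0.063 with camera and 6.5e-05 with fry. Adjusted over the 6 exact tests of sets, the first of these values was 0.066. For the chlorophyll genes, p was 0.53 with the exact test, 0.026 with camera and 0.0062 with fry in “4_6” versus “1_6”, and 0.84 with the exact test, 0.23 with camera and 0.012 with fry in “4_14” versus “1_14”. A background of genes described in words was not run, because the genes have no descriptions.

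Of 175 results for single genes, 14 changed under some alternative other than leaving out a library: in 1378 refits, 13 calls were lost, 12 were gained and 1 direction was reversed. The last is PAO (MELO3C004867.2) in “4_6” versus “1_6”, with 0.03 under library size alone. That scaling moved the median log2 fold change of all genes in this comparison by 0.18. The reversal is therefore not specific to PAO. With 1 library left out, 34 of the results changed: in 1122 refits, 35 calls were lost, 15 were gained and 21 directions were reversed. The genes reversed had log2 values of at most 0.33 in size with all libraries, and the cause was not tested. In “4_14” versus “1_14”, the range was -0.36 to 0.13 for PSY (MELO3C016185.2), -0.06 to 0.61 for CHLP (MELO3C017176.2), -0.17 to 0.25 for PAO (MELO3C035546.2) and -0.84 to 0.15 for LCYE (MELO3C004633.2). In “3_14” versus “1_14”, the range was -0.12 to 0.48 for VDE1 (MELO3C008677.2) and -0.11 to 0.42 for WRKY75 (MELO3C014896.2). In “4_14” versus “3_14”, the range was -0.07 to 0.11 for CRTISO (MELO3C009571.2). In “4_14” versus “4_6”, the range was -0.09 to 0.33 for PDS (MELO3C020832.2), -0.23 to 0.05 for ZDS (MELO3C024674.2), -0.11 to 0.02 for CRTISO (MELO3C009571.2), -0.03 to 0.23 for CRTISO (MELO3C016373.2), -0.11 to 0.40 for NCED2 (MELO3C007127.2) and -0.07 to 0.20 for CYP97A3 (MELO3C014945.2). In the interaction of 45 against 10 DAP, the range was -0.25 to 0.08 for CRTISO (MELO3C016495.2).

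The range and median of the residual correlation gave no sign that the replicate numbers pair the libraries. A correlation over 0.1 was found in 9 of 45 pairs with the same number and in 9 of 90 with different numbers. That is a larger share among the former. Between groups, the residual correlation across genes lay between -0.21 and 0.22 for the 45 pairs of libraries with the same number (median 0.008) and between -0.21 and 0.22 for the 90 with different numbers (median -0.0069). With the number as a block, “4_14” versus “4_6” had 1729 DEGs and the interactions 4062 and 3665 genes.

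The depth limits the genes near the floor of 3 counts, for which only bounds on fold changes are given.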

Differences from the paper's values

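For the pair that the paper's text writes as “1_14” versus “4_6”, the paper gives 4855 DEGs, 2218 of them upregulated. The counts gave 7537 and 4333. Of the alternatives set before the data were examined, only the filter on genes with at least 10 counts in every library brought both within 1.5 times the paper's values, at 5248 and 2737. Fig. 3 labels the pair as “1_14” versus “1_6”, for which the counts gave 4498 DEGs, 2113 upregulated. Both are nearer to the paper's values than those with that filter. In the paper, downregulated genes outnumber upregulated ones. The counts gave that order in “1_14” versus “1_6”, but not in “1_14” versus “4_6”, with or without the filter. The paper's other numbers of DEGs differed from those found here by less than 1.5 times.

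Of 218 log2 fold changes in Table 1 and Tables S6 and S8, 218 had the same sign here, the median difference was 0.03 in size, and 212 lay within 0.2. For CYP711A1 (MELO3C016879.2) in “3_6” versus “1_6”, the paper's value is -2.6913 and the value here -6.77. For RCCR (MELO3C020912.2) in “4_6” versus “1_6”, the paper's value is 1.1555 and the value here 0.30, while the other RCCR gene, MELO3C020913.2, for which the table gives no value, had 1.20. None of the alternatives set before the data were examined closed these gaps, with values from -7.16 to -6.55 for CYP711A1 and from 0.20 to 0.47 for RCCR.

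Some genes that the paper lists with a value were not DEGs here. In “4_14” versus “1_14”, CYP97A3 (MELO3C014945.2) had -0.97 and was called under DESeq2's Wald test, at least 10 counts in every library, RLE factors, all 18 libraries in 1 fit, replicate 2 of “1_14” left out and replicate 2 of “4_14” left out. In the same comparison, MELO3C014716.2 had -0.98 and was called under DESeq2's Wald test, at least 10 counts in every library, RLE factors, all 18 libraries in 1 fit, replicate 2 of “1_14” left out, replicate 3 of “1_14” left out, replicate 1 of “4_14” left out and replicate 3 of “4_14” left out. CCD4 (MELO3C016224.2) in “4_14” versus “4_6” had an unadjusted p-value of 0.057 and was called under DESeq2's Wald test, every gene with at least 1 count, all 18 libraries in 1 fit, replicate 2 of “4_6” left out and replicate 3 of “4_6” left out. For bHLH149 (MELO3C015253.2) in the same comparison it was 0.053, and the gene was called under DESeq2's Wald test, every gene with at least 1 count, at least 10 counts in every library, library size alone, all 18 libraries in 1 fit, the replicate block, replicate 3 of “4_6” left out and replicate 2 of “4_14” left out. Below the count filter in that comparison were MELO3C034877.2, MELO3C003421.2, MELO3C019312.2 and MELO3C011671.2, each called under every gene with at least 1 count and all 18 libraries in 1 fit, and MELO3C027409.2, called under every gene with at least 1 count. MELO3C019312.2 was also called under replicate 1 of “4_6” left out, replicate 2 of “4_6” left out, replicate 3 of “4_6” left out and replicate 3 of “4_14” left out. BBX18 (MELO3C007886.2) in “3_14” versus “1_14” and MELO3C002961.2 in “4_14” versus “1_14” were below the filter as well and were called under every gene with at least 1 count and all 18 libraries in 1 fit. BBX18 was further called under replicate 1 of “1_14” left out, replicate 2 of “1_14” left out, replicate 3 of “1_14” left out and replicate 1 of “3_14” left out, and MELO3C002961.2 under replicate 2 of “1_14” left out, replicate 1 of “4_14” left out, replicate 2 of “4_14” left out and replicate 3 of “4_14” left out. Conversely, Z-ISO (MELO3C017709.2) and ZDS (MELO3C024674.2) in “4_6” versus “1_6” and the ERF gene LEP (MELO3C005088.2) in “4_14” versus “4_6” were DEGs here without a value in the paper's tables, with 1.40, 1.95 and 2.33. The same held for CCD4 (MELO3C016224.2) and MYBS3 (MELO3C024440.2) in “3_14” versus “1_14” (1.02 and 2.14), MELO3C002961.2 in “4_6” versus “1_6”, and MYBS3, MELO3C007233.2 and MELO3C035541.2 in “4_14” versus “1_14”, of which the last had 1.16.

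The paper places the highest levels of 8 carotenoid genes in “4_14”, followed by “3_14” and “1_14”. Within “B-14”, the log2 fold changes of all 8 genes had the signs of this order, though not all of these differences were detectable. The differences from the paper concern “4_6”. By their means, CCD4 (MELO3C016224.2) was higher in “4_6” here (193 against 91.7 CPM), as were ZDS (MELO3C024674.2, 132 against 122.8) and CRTISO (MELO3C009571.2, 77.2 against 73.7). None of the 3 differed detectably between these groups (adjusted p = 0.16, 0.67 and 0.69). For VDE1 (MELO3C008677.2), “3_14” and “1_14” differed by only 0.18 (standard error 0.33). The paper's text gives fewer upregulated and fewer downregulated genes in “4_14” compared with “1_14” than the 13 and 4 found over the carotenoid genes of Fig. S1. It describes PSY, PDS, CRTISO and LCY1 as upregulated in 4 comparisons, which held for PSY (MELO3C025102.2), PDS (MELO3C017772.2) and CRTISO (MELO3C016495.2). In contrast, CRTISO (MELO3C009571.2) had 0.52 and 0.72 at 30 and 45 DAP in “B-6”, PSY (MELO3C016185.2) had -0.21 in “4_14” versus “1_14”, PDS (MELO3C020832.2) -0.50 in “4_6” versus “1_6”, and LCY1 (MELO3C020744.2) 0.93 in “3_6” versus “1_6”. It describes CHYB as downregulated, which held for MELO3C005704.2 but not for MELO3C006938.2 (0.27 in “4_14” versus “1_14”).

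The paper describes HemA and HemE as higher in “4_6” than in “1_6”. HemA2 (MELO3C018565.2) had -5.01, HemA1 (MELO3C011113.2) 0.44 and HemE1 (MELO3C016131.2) 0.81. It describes CHLP as upregulated in “4_14”, which held for MELO3C014712.2 (1.32 against “1_14”) but not for MELO3C017176.2 (0.32). It places high expression of NYC, PAO and RCCR in “4_6” and “4_14” alone, whereas NYC1 (MELO3C025347.2) had 333 CPM in “3_6” and 483 in “3_14” beside 313 in “4_6”, PAO (MELO3C004867.2) 99.1 in “1_6” and 90.4 in “4_6”, and RCCR (MELO3C020913.2) 92.9 in “1_14” and 42.1 in “4_14”.

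Of the transcription factors, the paper describes MYB48 as upregulated in “4_14” versus “1_14”, where MELO3C020701.2 had -0.19. It names a MADS-box gene among those upregulated in “4_14” versus “4_6”, where MADS13 (MELO3C033521.2) fell by 1.00 on the log2 scale. This gene was a DEG in 2 of 6 fits that left out 1 library, with log2 fold changes from -1.24 to -0.73. Over Table 1, 4 ERF, 4 bHLH, 6 NAC and 4 MYB genes were upregulated there with the count filter used. These are more ERF and fewer bHLH, NAC and MYB genes than the text counts. The shortfalls in bHLH and NAC depend on the filter, since with every gene with at least 1 count all 41 genes of the table were called. MYB12 is counted as a pair of genes, but its rows in Table 1 hold the same identifier. In Fig. 8, PSY (MELO3C025102.2) is highest in “4_6” by RT-qPCR, whereas in the RNA-seq counts it was highest in “4_14”, at 310.3.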

Other observations

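The test of the spread within “3_14” was chosen only after the result was seen; the other tests in this part were set earlier.

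In each of the 10 comparisons, 1 of the 10 splits of the 6 libraries, the real one, gave as many DEGs as the groups compared. The largest number in another split was 297, in “4_14” versus “4_6”, where the real groups gave 1746. As 3 libraries against 3 allow no share under 0.1, these splits do not decide whether a grouping arose by chance.

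More genes differed between the lines at 10 DAP than at 45 DAP. A smaller spread between replicates at 10 DAP is argued against by a measure without p-values: over the 9 pairs of libraries, 1 of each line, at 10 DAP, at least 29.1% of genes were 2-fold or more apart, against at most 20.5% at 45 DAP. The biological coefficient of variation was 0.209 and 0.211. Whether the lines were at different points of 1 shared course of development at 10 DAP stays open. Across 17473 genes, r of the line difference with the change from 10 to 30 DAP was at most 0.25 in “B-6” and lay between -0.19 and -0.16 in “B-14”. The 10 DAP groups enter both measures and push r towards these opposite signs, so the test decides nothing. Other differences between the lines at 10 DAP stay open as well.

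At all 3 stages, 117 of 14499 genes differed between the lines in the same direction, 71 higher and 46 lower in “B-14”. A candidate explanation is a set of genome segments that differ between the lines or from the reference. In the order of the identifiers, 9 pairs of neighbouring genes were both on the list, against a mean of 0.9 and at most 6 in 1000 random orders (one-sided permutation test, p = 0.001, the smallest they can give), and 1 among as many genes called between stages. This is in line with such segments, as long as the order of identifiers follows the genome, which was not tested. Of all genes, 16 had at least 10 counts in all 9 libraries of “B-14” and at most 3 in those of “B-6”, and 5 the reverse. A difference in regulation between the lines stays open.

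Among the transcription factors of Table 1, 8 had a range of at least 4-fold between the replicates of “3_14”, and in 7 of them replicate 3 was the library apart. Over all genes, it was apart in 486 of 774 genes with such a range, but replicate 2 of “1_14” was so in 443 of 719 and replicate 1 of “4_6” in 436 of 824. On the first principal component, with 65.2% of the variance, it lay at 73.5, beside 91.5 and 80 for the other replicates, while replicate 1 of “4_6” lay at 133, beside 102 and 102. With 3 replicates and no record of each fruit, a library at another point of ripening cannot be told apart from handling of that library. Without replicate 3 of “3_14”, “3_14” versus “3_6” had 1617 DEGs in place of 1090.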
